# Transcription Profiles of Age-at-Maturity-Associated Genes Suggest Cell Fate Commitment Regulation as a Key Factor in the Atlantic Salmon Maturation Process

**DOI:** 10.1534/g3.119.400882

**Published:** 2019-11-18

**Authors:** Johanna Kurko, Paul V. Debes, Andrew H. House, Tutku Aykanat, Jaakko Erkinaro, Craig R. Primmer

**Keywords:** Atlantic salmon, maturation process, *vgll3*, mRNA expression, cell fate regulation

## Abstract

Despite recent taxonomic diversification in studies linking genotype with phenotype, follow-up studies aimed at understanding the molecular processes of such genotype-phenotype associations remain rare. The age at which an individual reaches sexual maturity is an important fitness trait in many wild species. However, the molecular mechanisms regulating maturation timing processes remain obscure. A recent genome-wide association study in Atlantic salmon (*Salmo salar*) identified large-effect age-at-maturity-associated chromosomal regions including genes *vgll3*, *akap11* and *six6*, which have roles in adipogenesis, spermatogenesis and the hypothalamic-pituitary-gonadal (HPG) axis, respectively. Here, we determine expression patterns of these genes during salmon development and their potential molecular partners and pathways. Using Nanostring transcription profiling technology, we show development- and tissue-specific mRNA expression patterns for *vgll3*, *akap11* and *six6*. Correlated expression levels of *vgll3* and *akap11*, which have adjacent chromosomal location, suggests they may have shared regulation. Further, *vgll3* correlating with *arhgap6* and *yap1*, and *akap11* with *lats1* and *yap1* suggests that Vgll3 and Akap11 take part in actin cytoskeleton regulation. Tissue-specific expression results indicate that *vgll3* and *akap11* paralogs have sex-dependent expression patterns in gonads. Moreover, *six6* correlating with *slc38a6* and *rtn1*, and Hippo signaling genes suggests that Six6 could have a broader role in the HPG neuroendrocrine and cell fate commitment regulation, respectively. We conclude that Vgll3, Akap11 and Six6 may influence Atlantic salmon maturation timing via affecting adipogenesis and gametogenesis by regulating cell fate commitment and the HPG axis. These results may help to unravel general molecular mechanisms behind maturation.

One of the classic challenges in biological research, linking genotype with phenotype, has seen a dramatic taxonomic diversification in recent years as new genomic technologies have enabled genomic approaches to be conducted in almost any species. However, such diversification is not yet apparent when it comes to understanding the molecular processes by which genotypes are translated to ecologically-relevant phenotypes despite the fundamental and applied significance (Chalfin *et al.* 2014; Macqueen *et al.* 2017; Zaidem *et al.* 2019). Age-at-maturity is closely linked to fitness in many species, with the timing of maturation often involving trade-offs in reproductive strategies shaping maturation timing variation (Stearns 1992). For example, delayed maturation can lead to larger body size, higher fecundity and increased offspring survival, but longer generation times can carry an increased mortality risk prior to reproduction by prolonging pre-maturity life stages (Stearns 2000).

A recent genome-wide association study (GWAS) in European Atlantic salmon (*Salmo salar*) identified a single locus on chromosome 25 that associates strongly with age-at-maturity, and a single nucleotide polymorphism (SNP) located 7879 bp downstream from the gene *vgll3* (*vestigial-like family member 3*) explained as much as 39% of the phenotypic variation in maturation age in both males and females (Barson *et al.* 2015). Other studies of European Atlantic salmon have also observed associations between maturation and the same genome region (Ayllon *et al.* 2015; Ayllon *et al.* 2019; Czorlich *et al.* 2018; M. Sinclair-Waters, J. Ødegård, S. A. Korsvoll, T. Moen, S. Lien, C. R. Primmer and N. J. Barson, unpublished results). However, associations in North American-derived salmon populations and aquaculture stocks have been mixed, possibly due to little or no polymorphism at the locus in North American populations (Boulding *et al.* 2019; Kusche *et al.* 2017; Mohamed *et al.* 2019). In addition to Atlantic salmon, *VGLL3* has also been linked with pubertal timing, growth and body condition in humans (Elks *et al.* 2010; Cousminer *et al.* 2013; Tu *et al.* 2015), which indicates that it may have an evolutionarily conserved role in the regulation of vertebrate maturation timing. Age-at-maturity is generally a polygenic trait, controlled by several small-effect loci (Elks *et al.* 2010; Cousminer *et al.* 2013; Perry *et al.* 2014; Day *et al.* 2017; Zhu *et al.* 2018a), and, thereby, the identification of a large-effect locus in salmon provides a rare opportunity to investigate the molecular processes behind this association.

Sexual maturation is a biological process stemming from a complex chain of events culminating in the first reproduction. The maturation process commences already in the embryo after fertilization by allocating energy to the growth and differentiation of developing gonads and is completed when gametes are produced (Laird *et al.* 1978; Okuzawa 2002; Thorpe 2007). Although timing of maturation is known to be mediated by interplay between fat accumulation and activation of the hypothalamic-pituitary-gonadal (HPG) axis (Kaplowitz 2008; Sam and Dhillo 2010; Taranger *et al.* 2010) the exact molecular mechanisms regulating the process are still obscure.

Maturation requires sufficient fat storage to provide energy for proper gonad development. Therefore, evidence showing that *Vgll3* encodes a negative regulator of adipocyte maturation and that its mRNA expression inversely correlates with total body weight and fat content in mice (Halperin *et al.* 2013) suggests *vgll3* is a good candidate for having a role in sexual maturation in salmon. A recent study linking *VGLL3* with reduced adiposity indices in the Mongolian human population provides further evidence for general, species-wide role of VGLL3 in adipose regulation (Nakayama *et al.* 2017). Beyond regulating adipocyte differentiation, VGLL3 has also been shown to have a broader role in mesenchymal-derived cell fate decision. Studies show that *Vgll3* overexpression promotes expression of the chondrocyte and osteocyte inducing markers in murine preadipocyte cell line (Halperin *et al.* 2013) and myogenesis in mouse and human myoblasts (Figeac *et al.* 2019). Expression pattern of *vgll3* during embryonic development (Faucheux *et al.* 2010; Simon *et al.* 2016; Simon *et al.* 2017) and in adult vertebrates (Mielcarek *et al.* 2009; Faucheux *et al.* 2010; Kjærner-Semb *et al.* 2018; Figeac *et al.* 2019) in various tissues suggests a broad role for Vgll3 in development. Detection of *vgll3* expression in testis (Faucheux *et al.* 2010; McDowell *et al.* 2012; Kjærner-Semb *et al.* 2018) and ovary (Gambaro *et al.* 2013; Kjærner-Semb *et al.* 2018) further supports the participation of Vgll3 in sexual maturation. The exact molecular mechanisms via which VGLL3 operates on cell fate determination, and also maturation, are unclear, but it is known to be a cofactor for all known TEAD transcription factors (Simon *et al.* 2017; Figeac *et al.* 2019). By binding to TEADs, VGLL3 has been shown to influence the Hippo signaling pathway (Figeac *et al.* 2019) that regulates cell fate commitment and organ growth (Huang *et al.* 2005; Meng *et al.* 2016).

In addition to *vgll3*, two other genes, *akap11* (on chromosome 25) and *six6* (on chromosome 9), associate with age-at-maturity in Atlantic salmon (Barson *et al.* 2015). However, association of *six6* with maturation timing is only seen before population structure correction. In addition to salmon, *SIX6* (SIX homeobox 6) associates with age-at-menarche and adult height in humans (Perry *et al.* 2014) and puberty in cattle (Cánovas *et al.* 2014). *Six6* encodes a transcription factor whose expression has been widely studied in several vertebrates and detected in the hypothalamus, pituitary gland and testis, organs of the HPG axis (López-Ríos *et al.* 1999; Jean *et al.* 1999; Li *et al.* 2002; Aijaz *et al.* 2005; Xie *et al.* 2015). Accordingly, studies in mice show that SIX6 is required for fertility by regulating the maturation of gonadotropin-releasing hormone (GnRH) neurons and expression of GnRH in the hypothalamus (Larder *et al.* 2011) and repressing transcription of the beta-subunit genes of gonadotropin hormones in pituitary gonadotrope cell line (Xie *et al.* 2015). In addition to being an important regulator of the HPG axis, SIX6 has an essential role in eye development (López-Ríos *et al.* 1999; Jean *et al.* 1999; Li *et al.* 2002; Aijaz *et al.* 2005), for example controlling photoreceptor differentiation (Conte *et al.* 2010), which is crucial for photoperiod sensing in seasonal breeders such as salmon (Melo *et al.* 2014). Contrary to SIX6 whose role in testis remains so far unknown, *AKAP11*, although expressed in most studied tissues and cell types, has the strongest signal and suggested functional role in testis and sperm (Reinton *et al.* 2000). It encodes A-kinase anchor protein 11, which interacts with type I and II regulatory subunits of protein kinase A (PKA) in order to tether PKA to discrete locations within a cell to control many essential functions, such as cell cycle (Grieco *et al.* 1996) and lipid metabolism (Lee *et al.* 2016). Expression of *AKAP11* mRNA and protein is observed in sperm throughout spermatogenesis and its suggested association with cytoskeletal structure indicates its importance in the sperm function (Reinton *et al.* 2000), and thus maturation.

Although there is information available about the expression patterns and molecular functions of the age-at-maturity-associated genes *vgll3*, *akap11* and *six6* in some vertebrate species, studies covering a range of developmental time points are lacking. Therefore, in order to be able to determine functional molecular mechanisms of these genes during maturation, first, it is crucial to know when and where these genes are expressed, and what are the potential molecular partners and pathways they link with. Since Atlantic salmon has an exceptionally large-effect locus associating with age-at-maturity, it provides an attractive model for studying molecular mechanisms linked with sexual maturation. Thus, our aim was to investigate the expression patterns of *vgll3*, *akap11* and *six6*, and additional known key genes related to their suggested functions and pathways in a range of Atlantic salmon developmental time points and tissues. Using Nanostring technology, we characterized expression profiles of *vgll3*, *akap11* and *six6* paralogs and 205 other genes related to their functions in five Atlantic salmon developmental stages and 15 tissues. Based on our results, we hypothesize a novel role for Vgll3 in participating in cell fate control via actin cytoskeleton regulation, and Akap11 assisting in this process. In addition, we suggest that Six6 may associate broadly with neuroendocrine secretion regulation in the HPG axis, and have a direct role in testis function.

## Materials and Methods

### Animals

The Atlantic salmon (*Salmo salar*) used in this study were derived from hatchery-maintained Neva river strain at the Natural Resources Institute Finland (62°24′50″N, 025°57′15″E, Laukaa, Finland) and the Inarijoki river, headwater river of the Teno river, near Angeli in northern Finland. Three-year-old wild parr (freshwater stage individuals) from the Inarijoki were caught by electrofishing in early September 2016. The hatchery-maintained Neva strain eggs were fertilized in November 2016 and incubated in circulated water system until hatching. After hatching, alevin (hatched individuals) and fry (individuals able to feed) were grown in standard commercial fish farming conditions. After 14 days from hatching, some alevin were transferred to be grown in hatchery at the Lammi Biological Station (61°04′45″N, 025°00′40″E, Lammi, Finland). Relative ages of the embryos, alevin and fry were calculated in degree days (°d) (number of days after fertilization multiplied by temperature in °C), which are used throughout the text for the embryonic stages. In addition, τ_s_ units (time it takes an embryo to form one somite pair in certain temperature in °C) were calculated according to Gorodilov (1996). Three-year-old hatchery-maintained Neva river parr were reared in standard commercial fish farming conditions at the Natural Resources Institute Finland hatchery in Laukaa, Finland.

### Sample collections

Pre-hatched embryos from two developmental time points (186 °d/177 τ_s_ and 258 °d/260 τ_s_) were dissected from eggs, and alevin (436 °d/377 τ_s_) and fry (1119 °d, 1320 °d and 2212 °d) were caught by a plastic Pasteur pipette and net, respectively. From the embryos and alevin, yolk sac was excised with a scalpel. All samples were stored in RNA preservation buffer (25 mM sodium citrate, 10 mM EDTA, 70 g ammonium sulfate/100 ml solution, pH 5.2) at -20°, whereby fry were first killed by anesthetic overdose of Tricaine methanesulfonate. Of these, four 186 °d embryos, four 258 °d embryos, four alevin, two normal diet fed 1119 °d fry, all from Natural Resources Institute Finland, and four 1320 °d fry, of which two were fed with normal and two with low-fat diet, from Lammi Biological Station, were chosen for further analysis. In addition, blood samples were extracted from the caudal vein of two normal diet fed and two low-fat diet fed 2212 °d fry from Lammi Biological Station and stored in RNAprotect Animal Blood Tubes (Qiagen, Hilden, Germany) at -20°. Samples from adipose, brain, eye, fin (adipose and caudal), gill, gonad, heart, kidney, liver, muscle, pyloric caeca, spleen and skin tissues were dissected from four hatchery-maintained Neva river parr (two males and two females) and four wild Inarijoki parr (two immature males and two mature males) and stored in RNA preservation buffer at -20°. As not all of the above-mentioned tissues were collected from all eight fish, the specific tissue samples assessed for each individual in this study are described in Supplemental Material, Table S1.

### RNA extraction

Altogether 96 samples, including whole embryos, alevin and fry, and tissue samples from parr, were disrupted and homogenized in the presence of NucleoZOL (Macherey-Nagel, Düren, Germany) for lysis in 2 ml safe-lock tubes containing one 5 mm stainless steel bead (Qiagen) for 2.5-3 min at 30 Hz using TissueLyzer II (Qiagen). Total RNA was extracted from the lysate using NucleoSpin RNA Set for NucleoZOL (Macherey-Nagel) according to the manufacturer’s instructions. After the elution step, RNA was treated with rDNase using the rDNase Set (Macherey-Nagel) to remove any residual DNA and, subsequently, purified with either NucleoSpin RNA clean-up or NucleoSpin RNA clean-up XS kit (Macherey-Nagel) according to the RNA yield. Blood samples were lysed in the RNAprotect Animal Blood Tubes (Qiagen) and total RNA was extracted using the RNeasy Protect Animal Blood System kit (Qiagen) according to the manufacturer’s protocol followed by concentration of RNA using NucleoSpin RNA clean-up XS kit (Macherey-Nagel). The quantity and quality of RNA was determined using both NanoDrop Spectrophotometer ND-1000 (Thermo Scientific, Wilmington, DE, USA) and 2100 BioAnalyzer system (Agilent Technologies, Santa Clara, CA, USA).

### Nanostring nCounter mRNA expression panel

A total of 220 genes were chosen for analysis based on information from the literature, the IPA (Ingenuity Pathway Analysis) tool (Qiagen) and other freely available web tools and databases. These included the age-at-maturity-associated genes *vgll3a* and *akap11a* on chromosome 25 and *six6a* on chromosome 9, and their corresponding paralogs *vgll3b* and *akap11b* on chromosome 21 and *six6b* on chromosome 1, as well as 205 genes potentially linked to these age-at-maturity-associated genes based on their functions and pathways. Further, nine commonly used potential housekeeping genes (*actb*, *ef1aa*, *ef1ab*, *ef1ac*, *gapdh*, *hprt1*, *rpabc2a*, *rpabc2b* and *rps20*) were included in the gene panel as candidates for data normalization. Because of the duplicated Atlantic salmon genome, most genes possess one or more paralogs in their counterpart chromosomes. Therefore, all paralogs of each gene of interest were searched using the SalmoBase (http://salmobase.org/) and NCBI RefSeq databases and included in this study. The exception was that for the genes surrounding the age-at-maturity-associated genes in the chromosomes 25 and 9 according to Barson *et al.* (2015) the possible paralogs were excluded, as those particular genes were only of interest. Paralogs were renamed by adding a letter at the end of their name alphabetically in order to separate them as shown above. Gene accession numbers, symbols, full names and functional categories are listed in Table S2. Genes were grouped into three different functional categories, “Cell fate”, “Metabolism” and “HPG axis”, based on their known functions and pathways. Many of the genes have several functions and could thus be placed in multiple categories whereby the chosen categories were the most relevant to the current study. In addition, genes surrounding *vgll3a* and *akap11a,* and *six6a* were included in the “Chr 25 candidate region” and “Chr 9 candidate region” categories, respectively. mRNA expression levels of chosen genes were studied using Nanostring nCounter Analysis technology (NanoString Technologies, Seattle, WA, USA). Probes for each gene paralog, targeted at all known transcript variants, were designed using reference sequences in the NCBI RefSeq database. For some paralogs, it was impossible to design specific probes, as sequence similarity between paralogs was too high. Altogether, 96 samples were analyzed using nCounter Custom CodeSet for probes targeting 220 genes and nCounter Master kit (NanoString Technologies). First, 100 ng of the RNA of each sample was denatured, after which the probes were hybridized with the RNA overnight. Post-hybridization purification and image scanning was performed the following day.

### Data analysis

Six genes (*ef1ac*, *prkar1aa*, *rps20*, *rxrbaa*, *vdraa* and *vdrab*) (Table S2) were selected from the 220 genes in the gene panel for use in data normalization as they exhibited a low coefficient of variation and average count values across samples. These genes included two (*ef1ac* and *rps20*) of the nine genes originally included as potential normalization candidates, as well as four additional genes (*prkar1aa*, *rxrbaa*, *vdraa* and *vdrab*). 

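The reference genes were not all at the same level in the early developmental stages. From alevin to fry, *rps20*, which encodes a ribosomal protein, fell from 33711 ± 552 (SD, n = 4) to 18327 ± 2892 (SD, n = 6) normalized counts, a log2 fold change of -0.88 (SE 0.12, adjusted p = 2.9e-06 from edgeR's quasi-likelihood test). Over the same step *vdraa*, which encodes a vitamin D receptor, rose from 508 ± 71.6 to 885 ± 146 normalized counts (log2 fold change 0.80, SE 0.12, adjusted p = 7.7e-06). The translation factor gene *ef1ac* fell from 96.2 ± 9.25 to 72.9 ± 19.0 (log2 fold change -0.38, SE 0.16, adjusted p = 0.038), and *rxrbaa*, a retinoid X receptor gene, did not pass the test (log2 fold change -0.02, adjusted p = 0.94). The scaling holds the geometric mean of the 6 genes constant, so each of these changes is relative to the others in the set.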

Raw count data from the Nanostring nCounter mRNA expression analysis was normalized by RNA content normalization factor for each sample calculated from geometric mean count values of these six genes. 

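In the early developmental stages, *rps20* and the other reference genes gave factors of 0.414 to 0.569 in 186 °d embryos, 0.696 to 0.992 in 258 °d embryos, 0.903 to 1.37 in alevin and 0.838 to 1.29 in fry. In the tissues the factors ran from 0.476 to 6.73. The deposited normalized counts of 211 genes equalled the raw count times this factor, with a largest relative difference of 0.0094% over the 7426 values with a raw count of at least 100. No background was subtracted from them, and 98 values were listed as 1. The mean of the 8 negative control probes, scaled by the same factor, was 7.19 in 186 °d embryos, 9.72 in 258 °d embryos, 15.5 in alevin and 13.0 in fry.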

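Factors above the limit were found in the muscle of hatchery fish 4 (6.22) and the liver of wild fish 5 (6.73), and the next highest was 2.77. Scaling raised the mean of the negative controls to 28.8 in that muscle and to 69.8 in that liver. Levels of *vgll3a*, *six6a* and their paralogs near 20 could not be told from background in these samples. The 10 samples with a scaled mean of the negative controls of 20 or more included the pyloric caeca of hatchery fish 1, at 47.4, which stayed in the data.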

After normalization and quality control, two samples (shown in the Table S1) were removed from the data due to too high RNA content normalization factor values (> 3.0). Quality control and normalization of the data were performed using the nSolver Analysis Software (v3.0) (NanoString Technologies). Normalized mean count values of genes of interest were calculated for all four early developmental stages (embryos, alevin and fry) and 15 parr tissues. For fin, mean count value was averaged across adipose and tail fin samples (no difference was apparent, see results). A normalized count value of 20 was set as a background signal threshold. 

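A mean of at least 20 normalized counts in 1 or more of the 4 stages was reached by 169 of the 211 genes in the deposited normalized table. When the mean was taken over all 18 samples, 159 of them reached 20 and 52 did not. The genes between these filters included *arhgap6e*, with a mean of 19.7, and *rd3l*, which like *six6a* lies on chromosome 9, with a mean of 17.9.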

Forty-two genes were on average below background signal across all early developmental stages, which left 178 genes to estimate 507 pairwise correlations (plus one extra, see below) with the age-at-maturity-associated genes. To estimate 507 pairwise correlations between the three age-at-maturity-associated genes and 178 of the 211 studied genes with average expression above the threshold across the early developmental stages, correlation coefficients were determined among residuals of normalized count data that were controlled for different means of genes and developmental stages, using bivariate linear models under residual maximum likelihood. Correlation standard errors were approximated using a Taylor series. To determine significance, models with unstructured covariance *vs.* diagonal residual covariance structure were compared using likelihood ratio tests (LRT) (Stram and Lee 1994). As this was an exploratory study, *P* < 0.01 was considered relevant in LRTs. Genes with expression levels correlating with the age-at-maturity-associated genes were included in analyzing temporal transcript variation during early development. Specifically, a linear mixed model was fitted under residual maximum likelihood for normalized count data with a random sample term to account for technical among-sample variation and with fixed effects for 24 retained genes (see results), four stages and their interaction. The genes exhibited different variances (LRT between model with homo- *vs.* heteroscedastic residual variance;$\;{\text{Χ}}_{23}^{2}$ = 830.7, *P* < 0.001) and residual variance was, therefore, allowed to be heteroscedastic. Model terms were tested using Wald’s *F*-test and gene-specific pairwise comparisons among the four early developmental stages were conducted, whereby *p*-values were adjusted for the false discovery rate (*FDR*) according to Benjamini and Hochberg (1995) and comparisons with *FDR* < 0.05 were regarded as relevant. Linear models were estimated using ASReml-R (Butler *et al.* 2009) and data analysis was performed using the R statistical software. The custom R script used to analyze the data is shown in File S1.

### Data availability

Raw and normalized mRNA expression data for genes reported in the study are deposited in the NCBI Gene Expression Omnibus (GEO) repository (accession number GSE140434).

Supplementary figure, tables and file have been uploaded to figshare.

Supplementary figure 1: Figure S1. mRNA expression profiles of *six6a*-related genes in fifteen Atlantic salmon tissues.

Supplementary table 1: Table S1. Tissues of eight three-year-old parr chosen for the Atlantic salmon mRNA expression study.

Supplementary table 2: Table S2. Genes included in the Atlantic salmon mRNA expression study.

Supplementary file 1: File S1. Custom R script used to analyze the Atlantic salmon mRNA expression data. Supplemental material available at figshare: https://doi.org/10.25387/g3.10107011.

## Results

### Vgll3, akap11 and six6 expression during early developmental stages

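The early developmental samples were 4 embryos at 186 °d, 4 embryos at 258 °d, 4 alevin at 436 °d and 6 fry, of which 2 were taken at 1119 °d and 4 at 1320 °d. Of the fry at 1320 °d, 2 were fed a low-fat diet and 2 a normal diet. Transcripts of the 6 age-at-maturity genes and paralogs were counted without amplification by nCounter probes in 100 ng of RNA per sample, together with the rest of the 220-gene panel. Total counts per sample were 201761 to 480697, with a median of 313928. Levels are the deposited normalized counts, and differences between stages were tested on raw counts with edgeR's quasi-likelihood test, scaled by the 6 reference genes. The fit held all 18 samples and the 178 panel genes with a mean of at least 20 normalized counts in at least 1 stage, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. Of the 18 samples, 12 were read on a cartridge that held every stage. The replicate numbers of different stages did not pair samples. For some paralogs no specific probe could be designed, so close paralogs may share counts.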

mRNA expression levels of age-at-maturity-associated genes and their paralogs were studied at four early Atlantic salmon developmental stages (whole 186 °d and 258 °d embryos, alevin and fry). *Vgll3a* was expressed at low levels during all four developmental stages with the highest expression in alevin (Figure 1). 

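The mean of *vgll3a*, which encodes a cofactor of TEAD transcription factors, was 25.9 ± 4.12 (SD, n = 4) normalized counts in 186 °d embryos and 32.9 ± 3.91 (SD, n = 4) in 258 °d embryos. It was 55.7 ± 10.0 (SD, n = 4) in alevin and 40.3 ± 7.12 (SD, n = 6) in fry. Alevin exceeded 186 °d embryos with an adjusted p of 2.5e-05 over 24 genes and 6 stage comparisons. With counts scaled by TMM over the panel the mean was also highest in alevin, at 48.3, against 42.0 in fry. Raw counts of *vgll3a* were 3.59 times the sample's own negative controls in 186 °d embryos, 3.45 times in 258 °d embryos, 3.66 times in alevin and 3.19 times in fry.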

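The homeobox gene *six6a* had 52.7 ± 1.6 (SD, n = 4) normalized counts in 186 °d embryos, 50.6 ± 7.44 (SD, n = 4) in 258 °d embryos, 39.1 ± 2.81 (SD, n = 4) in alevin and 22.7 ± 4.22 (SD, n = 6) in fry. Fry were lower than 186 °d embryos with an adjusted p of 9.7e-07 and lower than 258 °d embryos with an adjusted p of 2.0e-06, both over 24 genes and 6 stage comparisons in edgeR. Of the 6 fry, 5 lay at 20 or more. After the mean of each sample's negative controls was subtracted, fry had a mean of 9.52 and 0 of 6 reached 20.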

*Six6a* expression level was also overall low and declined from the embryonic stages toward fry (Figure 1). Both *akap11* paralogs were expressed at low levels in all stages although *akap11b* had clearly higher expression throughout development than *akap11a* (Figure 1). 

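Akap11 proteins anchor protein kinase A. The mean of *akap11a* was 38.3 ± 4.13 (SD, n = 4) normalized counts in 186 °d embryos, 36.3 ± 2.16 (SD, n = 4) in 258 °d embryos, 39.6 ± 12.5 (SD, n = 4) in alevin and 55.7 ± 5.53 (SD, n = 6) in fry. The mean of *akap11b* was 51.3 ± 5.06, 62.3 ± 8.73, 68.0 ± 9.36 and 101 ± 46.0 in the same order. In each sample the 2 paralogs can be compared by the log2 ratio of *akap11b* to *akap11a*, which was 0.42 ± 0.15 (SD), 0.77 ± 0.27, 0.83 ± 0.59 and 0.74 ± 0.62. The paralog *akap11b* was higher in 4 of 4 samples of each embryonic stage and of alevin (exact sign-flip permutation test, two-sided, p = 0.125 each, the smallest p that 4 samples allow) and in 5 of 6 fry (exact p = 0.0625). Different probes count the paralogs, so the ratio also contains any difference in their efficiency.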

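Counts of *vgll3b*, the paralog of *vgll3a* on chromosome 21, were 5.93 ± 1.83 (SD, n = 4) in 186 °d embryos, 8.31 ± 2.07 (SD, n = 4) in 258 °d embryos, 15.7 ± 1.32 (SD, n = 4) in alevin and 10.2 ± 3.18 (SD, n = 6) in fry, and 0 of 18 samples reached 20. Counts of *six6b*, the paralog of *six6a* on chromosome 1, were 15.0 ± 4.64, 14.4 ± 4.88, 7.9 ± 4.08 and 4.53 ± 3.08 in the same order. The level of *six6b* was 20 or more in 1 of 4 samples of each embryonic stage. At this depth a level at or under the negative controls cannot be told from absence of the transcript.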

On the contrary, expression of *vgll3b* and *six6b* paralogs that do not associate with age-at-maturity was below background count level during all studied developmental stages (Figure 1). This indicates that the paralogs associated with maturation timing are expressed throughout early salmon development.

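Of the 6 genes, *vgll3a*, *akap11a*, *akap11b* and *six6a* had a mean of at least 20 normalized counts in every stage, which makes 4 genes in 4 stages. With the mean of each sample's negative controls subtracted, only 2 of the 6 genes, *akap11a* and *akap11b*, kept such a mean in every stage, since *vgll3a* was at 17.8 in 186 °d embryos and *six6a* at 9.52 in fry. From these levels, with *vgll3b* and *six6b* below the threshold, the paper proposes that the paralogs associated with maturation timing are expressed during the whole of early development.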

**Figure 1:**
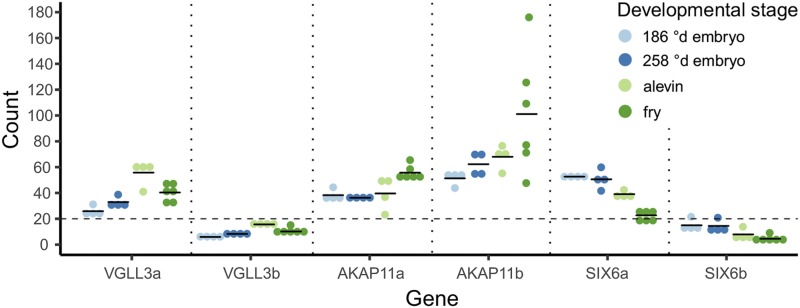
mRNA expression patterns of the age-at-maturity-associated genes *vgll3a*, *akap11a* and *six6a*, and their paralogs *vgll3b*, *akap11b* and *six6b* during early Atlantic salmon developmental stages. Twenty was set as a count baseline (dashed line) above which counts were considered as detected. The data are represented as individual (dot) and mean (line) counts.

### Genes with expression patterns correlating with vgll3a, akap11a and six6a during early developmental stages

In order to identify genes that may be involved in the same molecular networks along with the age-at-maturity-associated genes *vgll3a*, *akap11a* and *six6a*, we determined the expression levels of 205 additional genes (Table S2) previously shown to have related functions or suggested as members of pathways linked with puberty and adiposity (see Methods). 

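Between 186 °d and 258 °d embryos the largest change was in the glycolysis gene *gapdh*, which rose from 4963 ± 390 to 49950 ± 3930 (SD, n = 4 each) normalized counts (log2 fold change 3.33, SE 0.40, adjusted p = 4.0e-06). The homeobox gene *six3c* rose from 6.1 ± 0.96 to 49.7 ± 11.5 (log2 fold change 3.01, SE 0.25, adjusted p = 5.8e-08), and the growth hormone gene *ghb* from 4.03 ± 1.59 to 28.6 ± 12.2 (2.83, SE 0.81, adjusted p = 0.011, and 2.40 with an adjusted p of 0.052 when the cartridge was a block). In 186 °d embryos *six3c* and *ghb* lay under the scaled mean of the negative controls, 7.19, so the size of both changes depends on background. The collagenase gene *mmp13a* fell from 785 ± 96.4 to 227 ± 93.8 (log2 fold change -1.80, SE 0.30, adjusted p = 1.5e-04) and the apolipoprotein gene *apoc1a* from 771 ± 126 to 264 ± 51.1 (-1.54, SE 0.27, adjusted p = 1.7e-04). Receptor genes that rose were *gnrhrb*, for gonadotropin-releasing hormone (log2 fold change 1.75), *lepra*, for leptin (1.29), and *rxrgaa*, for retinoids (1.15, adjusted p = 9.0e-04, and 0.054 with negative controls subtracted). The genes *epsti1* (2.07) and *cadm2bb* (1.46) completed the 10 largest changes. Of 19 Hippo pathway genes 1 was higher and 6 were lower, among them *tead1c* (-0.82). Among 13 PKA regulatory subunit genes 0 were higher and 2 were lower, *prkar2bd* (-0.61) and *prkar2bc* (-0.55). Of 17 sine oculis, OTX and corepressor genes 1 was higher and 3 were lower, with *tle1a* at -0.55. Of 10 chondro- and osteogenesis genes, 6 were higher, *col1a1b* and *col12a1c* among them, and 1 was lower, *sox9a* (-0.52), against 7 and 1 when adjusted over the list alone. Counts adjusted over the list alone were the same for the Hippo, PKA and sine oculis lists. In 14 retinoid and vitamin D genes 5 were higher and 0 lower, and in 9 adipogenesis genes 3 and 0. The edgeR test called 57 of 178 genes, 34 higher and 23 lower, and 71 had an unadjusted p under 0.05. With TMM scaling, which moved the median of all genes by -0.10 on the log2 scale, 58 genes were called and 50.0% of them were higher in place of 59.6%. DESeq2 called 72 genes, of which 43 were shared and 29.2% were higher. Without 258 °d replicate 3, 44 genes were called.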

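From 258 °d embryos to alevin, growth hormone genes showed some of the largest increases. The gene *gha* rose from 11.7 ± 2.38 to 74.6 ± 18.5 (SD, n = 4 each) normalized counts (log2 fold change 2.69, SE 0.62, adjusted p = 0.0015) and *ghb* reached 175 ± 44.4 (log2 fold change 2.61, SE 0.59, adjusted p = 0.0015). The adipogenic transcription factor genes *cebpdb*, from 523 ± 111 to 1895 ± 380, and *cebpda*, from 465 ± 61.1 to 1273 ± 271, rose by log2 fold changes of 1.86 (SE 0.18) and 1.45 (SE 0.17). The gonadotropin-releasing hormone gene *gnrh1* fell from 51.3 ± 5.19 to 26.2 ± 2.67 (log2 fold change -0.98, SE 0.14, adjusted p = 3.6e-05). Other large increases were in *mmp13c* (2.62), the estrogen-related receptor gene *esrrab* (1.74), *egr1a* (1.46) and *klf15d* (1.43). The increases of *arhgap6f* (1.31) and *prkar2ab* (1.26) were lost with negative controls subtracted, at adjusted p = 0.064 and 0.055. All 4 genes tested of the pituitary hormone list were higher. They were the hormone genes *gha* and *ghb* and the receptor genes *ghr1* and *ghsrb*, which the list took in by the start of their symbols. Of 9 adipogenesis genes 8 were higher and 0 lower, and 6 with TMM scaling. Of 13 PKA regulatory subunit genes 6 were higher and 0 lower, but 3 were higher and 2 lower with TMM scaling. Among 17 sine oculis, OTX and corepressor genes 1 was higher and 7 were lower, against 1 and 8 when adjusted over the list alone and 0 and 13 with TMM scaling. Of 19 Hippo pathway genes 7 were higher and 3 lower, but 3 and 4 with TMM scaling and with DESeq2, and of 10 chondro- and osteogenesis genes 6 and 3, with TMM scaling and with DESeq2 as well. In the gonadotropin axis, 0 of 4 genes were higher and 2 lower, *gnrh1* and *lhr*, and 1 and 2 when adjusted over the list alone. The edgeR test called 87 of 178 genes, 65 higher and 22 lower, and 98 had an unadjusted p under 0.05. TMM scaling moved the median of all genes by -0.22 and called 92, 48.9% of them higher in place of 74.7%, with 67 shared. DESeq2 called 94, of which 67 were shared and 47.9% were higher.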

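From alevin to fry, *spp2*, which encodes a secreted phosphoprotein, rose most, from 150 ± 136 (SD, n = 4) to 1444 ± 780 (SD, n = 6) normalized counts (log2 fold change 3.30, SE 0.58, adjusted p = 6.7e-05). The collagenase gene *mmp13a* rose from 145 ± 49.2 to 989 ± 317 (log2 fold change 2.78, SE 0.31, adjusted p = 4.3e-07). The homeobox gene *otx2c* fell from 72.7 ± 12.4 to 18.0 ± 7.25 (log2 fold change -1.97, SE 0.23, adjusted p = 8.2e-07) and *snai1*, a transcription factor gene of mesenchymal cells, from 81.5 ± 15.9 to 24.0 ± 6.47 (-1.75, SE 0.17). Also among the 10 largest changes were the increases of *apoc1a* (1.93), *epsti1* (1.85), *cebpba* (1.69) and *cebpaa* (1.29) and the decreases of *rpabc2a* (-1.58) and *rxrgab* (-1.57). Of 19 Hippo pathway genes 2 were higher, *mst1a* and *mst1b* (a symbol that other genes share), and 14 were lower, among them *tead1c*, from 208 ± 6.48 to 85.0 ± 7.84 (-1.28, SE 0.08). With TMM scaling 3 Hippo genes were higher and 9 lower. Of 17 sine oculis, OTX and corepressor genes 0 were higher and 13 lower, and 9 with TMM scaling. Of 13 PKA regulatory subunit genes 5 were higher and 3 lower, and of 9 adipogenesis genes 5 were higher and 0 lower. Of 10 chondro- and osteogenesis genes 1 was higher and 6 were lower, and of 14 retinoid and vitamin D genes 3 and 4, but 4 and 3 with TMM scaling. The counts were the same when adjusted over the list alone, except for the 4 genes of the pituitary hormone list, where the 1 lower gene, the receptor gene *ghsrb*, was lost. The edgeR test called 112 of 178 genes, 32 higher and 80 lower, and 117 had an unadjusted p under 0.05. TMM scaling moved the median of all genes by 0.26 and called 100, 44.0% of them higher in place of 28.6%, with 88 shared. DESeq2 called 101, of which 87 were shared and 45.5% were higher. With the 4 reference genes other than *prkar1aa* and *vdrab*, 102 were called and 39.2% were higher. The fry differed from alevin in age, and 4 of the 6 also in rearing site and cartridge. Of these 4 fry, 2 were fed a low-fat diet.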

Pairwise correlations of these genes with *vgll3a*, *akap11a* and *six6a* were then estimated across the expression levels in samples from the four above-mentioned early developmental stages. Models for seven correlations did not converge due to singularities. 

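Correlations of *vgll3a*, *akap11a* and *six6a* were computed from residuals of the deposited normalized counts after removal of each stage's mean, over 18 samples. In 471 gene pairs with a mean of at least 20 over these samples, 21 had P under 0.01 in a likelihood ratio test. Apart from *vgll3a* with *akap11a*, 1 linked *vgll3a*, 5 linked *akap11a* and 14 linked *six6a* with another gene. When the samples were permuted within stages, 1 of 100 permutations gave as many as these 20, and the median was 6. For *six6a* alone 0 of 100 permutations gave as many, for *akap11a* alone 14 of 100, and for *vgll3a* alone 93 of 100. After Benjamini-Hochberg adjustment of permutation p-values over the 471 pairs, 0 correlations had an adjusted p under 0.05, on the log2 scale and with Spearman's rho as well. Unadjusted p under 0.05 was found for 56 pairs by the likelihood ratio, 48 by permutation of Pearson's r and 32 by permutation of Spearman's rho. The lowest P was 0.00011, for *six6a* and *otx2b*.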

Twenty-six correlations yielded results with *P* < 0.01 (range = 0.0001-0.009). Interestingly, expression of *vgll3a* correlated positively with one of the other age-at-maturity genes, *akap11a*, as well as with *arhgap6e* and negatively with *rd3l* and *yap1* (Figure 2). 

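The relation of *vgll3a* and *akap11a*, neighbours on chromosome 25, had a Pearson r of 0.71 (permutation p = 0.014) and a Spearman rho of 0.59 (permutation p = 0.032) over 18 samples. Its permutation p was 0.28 after Benjamini-Hochberg adjustment over 471 pairs. Without the 2 samples farthest from the median of *vgll3a*, a removal that narrows the range and by itself lowers r, r = 0.50 (P = 0.065), where simulated scatter of the same r gave a median of 0.53. Without alevin replicate 4 alone, which had residuals of -14.8 for *vgll3a* and -16.4 for *akap11a*, r = 0.44 (P = 0.093). Within the cartridge that held every stage r = 0.84 (P = 0.0020). The gene *arhgap6e* had r = 0.77 and rho = 0.63 with *vgll3a* (permutation p = 0.0064 and 0.021), *rd3l* had r = -0.77 and rho = -0.63 (0.0083 and 0.015), and the Hippo effector gene *yap1* had r = -0.70 and rho = -0.68 (0.0058 and 0.0070). Adjusted over 501 pairs, which include *arhgap6e* and *rd3l*, the permutation p of all 3 was 0.23. With the same 2 samples left out, r = 0.49 for *arhgap6e*, -0.31 for *rd3l* and -0.56 for *yap1*, none at P under 0.01, where 0.60, -0.60 and -0.52 were expected from the simulation. For *rd3l* 1.7% of simulations gave an r as near 0, so this relation rests on those samples. Without alevin replicate 4, r = 0.60 for *arhgap6e*, -0.60 for *rd3l* and -0.60 for *yap1*, and within the shared cartridge 0.79, -0.78 and -0.69.

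**Figure D1:**
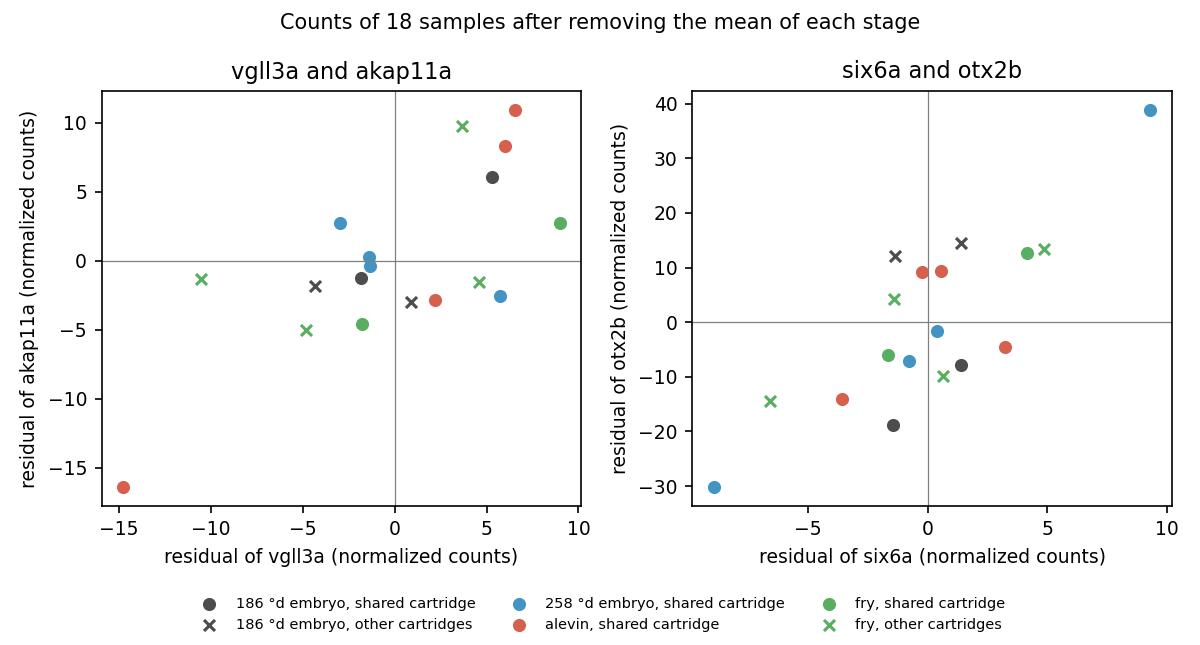
Residuals of normalized counts after removal of stage means in 18 samples, for *vgll3a* and *akap11a* and for *six6a* and *otx2b*, coloured by stage. Circles mark the cartridge that held every stage and crosses the other cartridges. The alevin at -14.8 and -16.4 lies apart in the first panel, and 258 °d replicates 1 and 2 lie at the ends of the second, at -8.90 and 9.29 for *six6a*.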

*Akap11a* correlated positively, in addition to *vgll3a*, with *nr1i2* and negatively with *foxp3a*, *lats1a*, *sox9d*, *rd3l* and *yap1* (Figure 2). 

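Among the correlations of *akap11a*, that with the cartilage transcription factor gene *sox9d* had r = -0.67 (permutation p = 0.0010) and rho = -0.72 (0.0015), and r = -0.70 without the 2 samples farthest from the median of *akap11a*. Its adjusted permutation p was 0.21 over 471 pairs, and with TMM scaling r = -0.51 (P = 0.038). For *rd3l*, r = -0.74 and rho -0.57 (permutation p = 0.0077 and 0.023), with r = -0.80 (P = 1.7e-04) with TMM scaling and P under 0.01 in 17 of 18 fits that left out 1 sample. The values were, for *foxp3a*, a gene of regulatory T cells, -0.65 and -0.67 (0.011 and 0.015), for the Hippo kinase gene *lats1a* -0.63 and -0.76 (0.0014 and 1.7e-04) and for *yap1* -0.67 and -0.47 (0.0080 and 0.093). The positive relation with *nr1i2*, a nuclear receptor gene, had r = 0.64 and rho = 0.48, with permutation p = 0.050 and 0.081. It fell to r = 0.24 (P = 0.39) without alevin replicate 4. Without the 2 farthest samples r = -0.46 for *rd3l*, -0.54 for *foxp3a*, -0.57 for *lats1a*, -0.50 for *yap1* and 0.17 for *nr1i2*, none at P under 0.01. That removal by itself lowers r, to an expected -0.60, -0.50, -0.48, -0.52 and 0.49 in simulated scatter. For *nr1i2* 3.0% of simulations gave an r as low, so this relation rests on those samples. The relation with *lats1a* stayed under P of 0.01 in 6 of 18 fits that left out 1 sample, with r from -0.54 without alevin replicate 3. Without alevin replicate 3, r = -0.55 for *foxp3a*, -0.60 for *sox9d*, -0.60 for *yap1* and 0.56 for *nr1i2*, each with P above 0.01. Within the cartridge that held every stage all 6 relations of *akap11a* kept their sign, with r of -0.89 for *foxp3a*, -0.84 for *rd3l*, -0.70 for *sox9d*, -0.66 for *yap1*, -0.52 for *lats1a* and 0.90 for *nr1i2*.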

Because *rd3l* and *yap1* correlated with both *vgll3a* and *akap11a*, the correlation between the two was also estimated, and, indeed, a positive correlation was detected between them (Figure 2). 

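The residuals of *rd3l* and *yap1* had a Pearson r of 0.73 (permutation p = 0.0020) and a Spearman rho of 0.64 (permutation p = 0.0083) over 18 samples. This pair was computed because both genes had been selected on these samples, so it stands outside the family of 471 and has no adjusted value. Its likelihood ratio P was 0.0011, and it stayed under 0.01 in 18 of 18 fits that left out 1 sample. Without the 2 samples farthest from the median of *rd3l*, r = 0.64 (P = 0.012), and within the cartridge that held every stage r = 0.70 (P = 0.021).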

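The highest correlation of *six6a* was with *otx2b*, a homeobox gene of eye and forebrain, with r = 0.81 and rho = 0.71 (permutation p = 0.0025 and 0.0048). Among the others were *six3b* (r = 0.76, rho = 0.70, permutation p = 7.7e-04 and 0.0069) and *aesb*, which encodes a corepressor of sine oculis homeobox proteins (r = 0.73, rho = 0.68, permutation p = 0.0022 and 0.010). Adjusted over 471 pairs, these permutation p-values were 0.23, 0.21 and 0.23. Without the 2 samples farthest from the median of *six6a*, r = 0.76 for *six3b* and 0.72 for *aesb*, but 0.57 for *otx2b* (P = 0.029). The relations with *aesc* (r = 0.70, rho = 0.41, permutation p = 0.030 and 0.14) and with the retinoic acid degrading gene *cyp26b1b* (r = 0.70, rho = 0.37, permutation p = 0.034 and 0.17) rest on those samples, 258 °d replicates 1 and 2, without which r = 0.29 and 0.31, where 0.56 and 0.55 were expected and 2.6% and 4.0% of simulations gave an r as low. For *vdrab*, r = -0.71 and rho -0.66 (permutation p = 0.011 and 0.015), and with TMM scaling r = -0.43 (P = 0.095). The vitamin D receptor gene *vdrab* and *prkar1aa* are also in the set that scales the counts. For the early growth response gene *egr1d*, r = -0.62 and rho -0.52 (permutation p = 0.063 and 0.045), and r = -0.32 (P = 0.24) without 258 °d replicate 1. Without the 2 farthest samples r = -0.58 for *vdrab* and -0.40 for *egr1d*. Within the cartridge that held every stage all 14 pairs of *six6a* kept their sign, with r of 0.92 for *otx2b*, 0.81 for *six3b*, 0.77 for *aesb*, 0.80 for *aesc*, 0.74 for *cyp26b1b*, -0.91 for *vdrab* and -0.73 for *egr1d*.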

*Six6a* correlated positively with twelve genes related to, for example, the HPG axis signaling, eye development and PKA function, and negatively with *vdrab* and *egr1d* (Figure 2).

**Figure 2:**
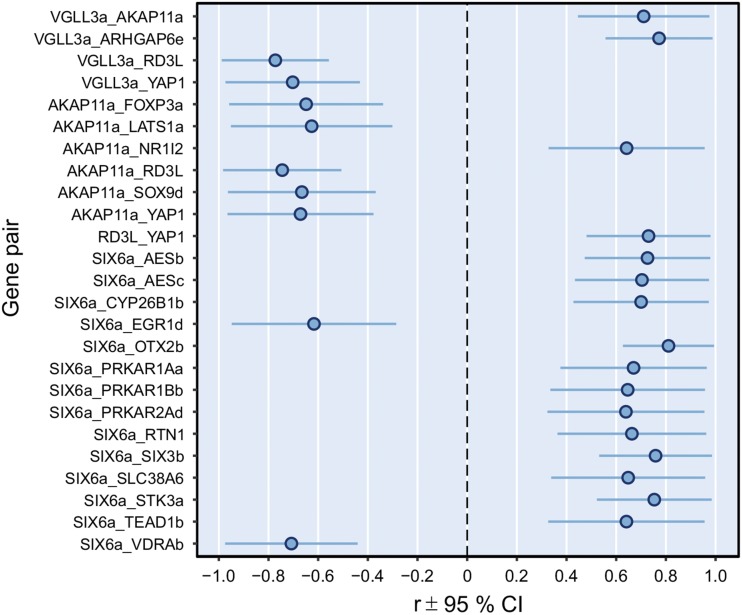
Genes correlating with the age-at-maturity-associated genes during early Atlantic salmon development. The plot shows the 25 gene-pairs for all 24 genes (out of 178 tested) whose expression levels correlated with expression levels of *vgll3a*, *akap11a* or *six6a* with *P* < 0.01. The data are reported as correlation coefficient (r) ± 95 % confidence interval (CI; 2*se).

### mRNA expression level differences between early developmental stages

Age-at-maturity-associated genes *vgll3a*, *akap11a* and *six6a*, and the genes correlating with them were included in the model to estimate transcription expression differences across early developmental stages. 

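In a linear mixed model of normalized counts of *vgll3a*, *akap11a*, *six6a* and the 21 genes correlating with them, fitted by restricted maximum likelihood with nlme, Wald's F was 1005 for gene, 31.4 for stage and 29.7 for their interaction. The sample was a random term and each gene had its own residual variance. The likelihood ratio of that model against one with a common variance was 831. On log2 counts, where the spread of high and low genes is closer, this ratio was 152, F of gene 1923 and F of stage 12.8.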

Modeling revealed significant gene (*F*_23, 95.2_ = 877.5, *P* < 0.001), stage (*F*_3, 13.4_ = 31.4, *P* < 0.001) and their interaction effects (*F*_69, 140.9_ = 25.8, *P* < 0.001). 

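With edgeR, 22 of the 24 genes, *vgll3a*, *akap11a* and *six6a* among them, had at least 1 difference between stages at an adjusted p under 0.05 over 24 genes and 6 stage comparisons. The exceptions were *nr1i2*, with 82.8 normalized counts in alevin and 87.7 in fry and a lowest adjusted p of 0.17, and *rtn1*, with 1877 and 1611 and a lowest adjusted p of 0.10. The gene-specific contrasts of the mixed model also gave 22 genes. The 24 genes were selected on the same samples, although on residuals without the stage means, and the count adjusted over the list alone is not taken as independent evidence of change. For steps between adjacent stages, the p-values of single genes were adjusted over all 178 genes tested.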

Controlled for the *FDR*, pairwise post-hoc comparisons indicated that all of the previously identified genes that correlated with the age-at-maturity-associated genes, but *nr1i2* and *rtn1*, had significant expression changes during early developmental stages. *Vgll3a* and *rd3l* were upregulated in alevin compared to 258 °d embryo (Figure 3A). 

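From 258 °d embryos to alevin, *vgll3a* had a log2 fold change of 0.78 (SE 0.18, adjusted p = 0.0015 from edgeR), and the increase passed in 29 of 29 settings, with adjusted p from 5.5e-04 to 0.028. The chromosome 9 gene *rd3l* rose from 12.8 ± 3.07 to 24.9 ± 7.45 (SD, n = 4 each) normalized counts (log2 fold change 0.93, SE 0.25, adjusted p = 0.0050). The mean of *rd3l* in 258 °d embryos lay under the threshold of 20, and with negative controls subtracted its log2 fold change was 1.56 with an adjusted p of 0.12.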

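The step from alevin to fry gave *vgll3a* a log2 fold change of -0.47 (SE 0.16, adjusted p = 0.017 from edgeR). This call was lost with TMM scaling (log2 fold change -0.21, adjusted p = 0.30), with DESeq2 (-0.20, 0.34), with 4 reference genes (-0.33, 0.10) and without alevin replicate 2 (-0.42, 0.057) or 3 (-0.41, 0.054). With the cartridge as a block its adjusted p was 0.19. The gene *arhgap6e* fell from 24.0 ± 7.62 (SD, n = 4) to 15.5 ± 5.58 (SD, n = 6) normalized counts (log2 fold change -0.63, SE 0.23, adjusted p = 0.023). With TMM scaling its log2 fold change was -0.37 (adjusted p = 0.15), and without alevin replicate 1 or 2 its adjusted p was 0.066 or 0.11. The Hippo effector gene *yap1* fell from 101 ± 13.6 to 78.9 ± 11.9 (log2 fold change -0.35, SE 0.14, adjusted p = 0.037). The call of *yap1* held in 14 of 29 settings, and its log2 fold change was -0.10 with TMM scaling. Leaving out alevin replicate 1, 2 or 4 or fry replicate 1, 4 or 6 also ended it, with adjusted p of 0.065, 0.065, 0.12, 0.055, 0.064 and 0.076.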

Expression of *vgll3a*, and also *arhgap6e* and *yap1*, was then decreased in fry compared to alevin (Figure 3A). *Akap11a* was upregulated in fry compared to alevin (Figure 3B). In contrast, significant expression changes between developmental stages in genes correlating negatively with *akap11a* tended to be downregulations, *e.g.* *foxp3a* in 258 °d embryo, *sox9d* in alevin, and *lats1a*, *sox9d* and *yap1* in fry, compared to the previous developmental stage (Figure 3B). 

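Between alevin and fry the log2 fold change of *akap11a* was 0.47 (SE 0.17, adjusted p = 0.021 from edgeR). Without alevin replicate 1 or 4 it was 0.42 or 0.30, with adjusted p of 0.061 and 0.072. With the cartridge as a block it was 0.44 (adjusted p = 0.12), with the 1119 °d fry alone the adjusted p was 0.11, and within the cartridge that held every stage the log2 fold change was 0.43 (adjusted p = 0.14). Its paralog *akap11b* had a log2 fold change of 0.56 (SE 0.25) over this step and did not pass the test (adjusted p = 0.064), but passed it with TMM scaling (0.81, adjusted p = 0.012), with DESeq2 (0.0039) and without fry replicate 1, 2 or 3 (0.045, 0.036 and 0.0089).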

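The cartilage gene *sox9d* fell from 798 ± 28.02 in 258 °d embryos to 495 ± 30.1 in alevin (SD, n = 4 each; log2 fold change -0.69, SE 0.09, adjusted p = 1.2e-05 from edgeR), in 29 of 29 settings. From alevin to fry it fell again, to 400 ± 41.1 (SD, n = 6; log2 fold change -0.30, SE 0.08, adjusted p = 0.0037), but with TMM scaling the log2 fold change was -0.05 (adjusted p = 0.65). The Hippo kinase gene *lats1a* fell from 131 ± 14.8 in alevin to 86.9 ± 12.8 in fry (log2 fold change -0.58, SE 0.13, adjusted p = 6.8e-04), and DESeq2 gave -0.32 with an adjusted p of 0.058. The gene *foxp3a* fell from 58.1 ± 12.1 in 186 °d to 40.2 ± 3.31 in 258 °d embryos (log2 fold change -0.53, SE 0.18, adjusted p = 0.033). This call of *foxp3a* was lost without any 1 of 186 °d replicates 1 and 2 (adjusted p = 0.061 and 0.14) and 258 °d replicates 1 to 4 (0.052, 0.093, 0.051 and 0.072). With the cartridge as a block its log2 fold change was -0.30 (adjusted p = 0.30).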

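Between 186 °d and 258 °d embryos *six6a* had a log2 fold change of -0.05 (SE 0.14, adjusted p = 0.83 from edgeR). From 258 °d embryos to alevin it was -0.37 (SE 0.15) with an adjusted p of 0.0504, which did not pass the threshold, while the contrast of the mixed model passed (adjusted p = 0.0053). Without 258 °d replicate 1 it was -0.45 (adjusted p = 0.027) and with TMM scaling -0.59 (0.0027), and over 24 genes and 6 comparisons the adjusted p was 0.043. Leaving out fry replicate 4 or 6 also gave a call, with adjusted p of 0.043 and 0.032. From alevin to fry the level of *six6a*, a regulator of eye and pituitary development, fell with a log2 fold change of -0.78 (SE 0.15, adjusted p = 1.8e-04), in 29 of 29 settings.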

*Six6a* was downregulated in alevin and fry, compared to the previous stage (Figure 3C). 

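The homeobox gene *otx2b* fell from 158 ± 28.7 in 258 °d embryos to 89.2 ± 11.4 in alevin (SD, n = 4 each; log2 fold change -0.82, SE 0.18, adjusted p = 0.0013 from edgeR) and to 43.5 ± 11.8 in fry (SD, n = 6; -1.03, SE 0.18, adjusted p = 6.1e-05). The transporter gene *slc38a6* fell from 236 ± 14.6 in 186 °d to 172 ± 16.3 in 258 °d embryos (log2 fold change -0.46, SE 0.12, adjusted p = 0.0044) and from 154 ± 16.3 in alevin to 63.5 ± 9.85 in fry (-1.27, SE 0.12, adjusted p = 5.4e-08). For *stk3a* the steps that passed were 621 ± 16.4 to 469 ± 63.9 between the embryonic stages (log2 fold change -0.40, adjusted p = 0.0099, and 0.052 with the cartridge as a block) and 399 ± 33.5 in alevin to 258 ± 35.1 in fry (-0.63, adjusted p = 3.9e-05). The level of *tead1b* fell between the embryonic stages from 522 ± 26.9 to 396 ± 25.2 (-0.40), rose to 521 ± 34.1 in alevin (0.40) and fell to 335 ± 26.4 in fry (-0.64), with adjusted p of 0.0011, 0.0012 and 1.5e-06. For *egr1d*, 72.6 ± 15.1 in 258 °d embryos fell to 45.0 ± 7.5 in alevin (-0.69, adjusted p = 0.0054) and to 31.3 ± 7.42 in fry (-0.52, adjusted p = 0.020), and the step to fry was lost without alevin replicate 2 (0.085). The corepressor gene *aesc* fell from 326 ± 33.8 in alevin to 226 ± 29.6 in fry (-0.53, adjusted p = 6.7e-04), a step that TMM scaling lost (adjusted p = 0.065). For *aesb* the steps 910 ± 73.3 to 745 ± 63.9 in alevin (-0.29, adjusted p = 0.036) and to 627 ± 88.7 in fry (-0.25, adjusted p = 0.038) passed, but with TMM scaling the latter was 0.01, and with DESeq2 0.02. The former was lost without 258 °d replicate 2 or 3 (adjusted p = 0.12 and 0.056) or alevin replicate 1, 3 or 4 (0.054, 0.065 and 0.11), and the latter without alevin replicate 1, 2 or 3 (0.083, 0.11 and 0.073) or fry replicate 2, 5 or 6 (0.071, 0.070 and 0.073). In edgeR no step between adjacent stages passed for *six3b*, with 74.9 in 258 °d embryos, 50.1 in alevin and 38.7 in fry (adjusted p = 0.80, 0.084 and 0.21). In the mixed model the step from 258 °d embryos to alevin passed for *six3b* (adjusted p = 0.024) and for *stk3a* (0.0405). Over 24 genes and 6 comparisons *six3b* was lower in fry than in 186 °d embryos (adjusted p = 0.0010).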

Similar trend of decreased expression throughout early development was observed with *aesb*, *aesc*, *otx2b*, *prkar2ad*, *six3b*, *slc38a6*, *stk3a* and *tead1b* that correlated positively with *six6a*, but also with *egr1d* (Figure 3C). In addition, in alevin, *prkar2ad* and *tead1b* expression increased to a higher level than in 186 °d embryo (Figure 3C). In contrast, *cyp26b1b* was upregulated in 258 °d embryo, *prkar1aa* in alevin and fry, and *prkar1bb* and *vdrab* in fry, compared to the previous stage (Figure 3D).

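The PKA regulatory subunit gene *prkar2ad* had 200 normalized counts in 186 °d and 163 ± 31.2 in 258 °d embryos (SD, n = 4), a step that did not pass (log2 fold change -0.29, adjusted p = 0.15 from edgeR). In alevin it rose to 225 ± 27.6 (log2 fold change 0.46, SE 0.15, adjusted p = 0.017) and in fry it fell to 173 ± 27.6 (-0.38, SE 0.14, adjusted p = 0.025). The increase was lost with TMM scaling (0.25, adjusted p = 0.12) and without 258 °d replicate 1 or 4 or alevin replicate 2 (0.054, 0.058 and 0.054), and the decrease with TMM scaling (-0.12, adjusted p = 0.43) and without alevin replicate 2 or 3 (0.088 and 0.052). Directly compared over 24 genes and 6 comparisons, alevin and 186 °d embryos differed with an adjusted p of 0.32 for *prkar2ad* and 0.998 for the Hippo transcription factor gene *tead1b*.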

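Of the PKA regulatory subunit genes, *prkar1aa* rose from 324 ± 25.3 in 258 °d embryos to 436 ± 41.1 in alevin (SD, n = 4 each; log2 fold change 0.43, SE 0.09, adjusted p = 0.0010 from edgeR), in 29 of 29 settings, and to 505 ± 39.1 in fry (SD, n = 6; 0.21, SE 0.08, adjusted p = 0.037). The latter step was lost without alevin replicate 3 or 4 (adjusted p = 0.052 and 0.14) or fry replicate 1, 2, 3 or 4 (0.064, 0.064, 0.057 and 0.054). The level of *prkar1bb* rose from 249 ± 9.29 in alevin to 324 ± 49.2 in fry (0.38, SE 0.11, adjusted p = 0.0055, and 0.062 with the cartridge as a block). The vitamin D receptor gene *vdrab* fell from 268 ± 15.7 in 258 °d embryos to 191 ± 5.97 in alevin (-0.48, adjusted p = 1.1e-04) before it rose to 247 ± 17.4 in fry (0.37, adjusted p = 2.5e-04), both in 29 of 29 settings. The retinoic acid degrading gene *cyp26b1b* rose from 55.1 ± 5.48 in 186 °d to 88.8 ± 36.6 in 258 °d embryos (0.70, SE 0.23, adjusted p = 0.022). This call was lost without 186 °d replicate 3 or 4 (adjusted p = 0.064 and 0.051), without 258 °d replicate 2, 3 or 4 (0.11, 0.063 and 0.057), with DESeq2 (0.078) and with limma (0.12). Without 258 °d replicate 2 its log2 fold change was 0.53.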

**Figure 3:**
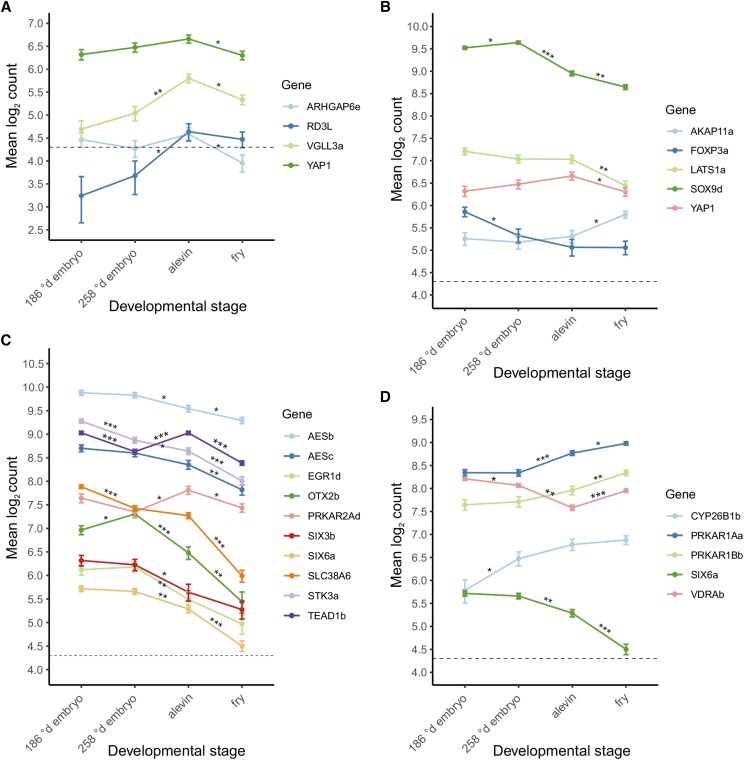
mRNA expression levels of the age-at-maturity-associated genes and genes correlating with them during early Atlantic salmon development. *Vgll3a* and genes its expression correlates with (A), *akap11a* and genes its expression correlates with (B) and *six6a* and genes its expression correlates with (C-D) in early developmental stages (n = 4). The mixed-model estimates were log_2_-transformed for better visualization and log_2_(20) = 4.3 was defined as a detection threshold. The data are represented as mean ± SE. Expression level differences were tested between all stages but significant comparisons are highlighted by asterisks only for subsequent stages * *FDR*-adjusted *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001.

### Vgll3, akap11 and six6 expression profiles in parr and fry tissues

In addition to whole embryos, alevin and fry, we characterized mRNA expression patterns of *vgll3*, *akap11* and *six6* paralogs in 14 different tissues of three-year-old Atlantic salmon parr and blood of fry. 

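Tissue samples of *vgll3*, *akap11* and *six6* expression came from 8 parr of 3 years, of which 4 were hatchery fish (fish 1 to 4) and 4 wild males (fish 5 to 8), and blood came from 4 fry at 2212 °d. The 78 tissue samples were 4 of adipose, 4 of blood, 4 of brain, 8 of eye, 2 of fin from 1 fish, 7 of gill, 7 of heart, 8 of kidney, 8 of liver, 7 of muscle, 2 of ovary, 4 of pyloric caeca, 6 of skin, 3 of spleen and 4 of testis. Total counts per sample were 47598 to 949899, with a median of 159567.5, lowest in blood (median 54106.5) and highest in liver (452029). Levels are means of the deposited normalized counts without the muscle and the liver whose factor was above 3.0, which left 76 samples. A tissue counted as expressing a gene when its mean was at least 20, without a test. For differences between tissues, each of the 15 was compared with the mean of the others by edgeR's quasi-likelihood test on all 78 samples and 217 genes, and ovary with testis in a separate fit. Tissues of 1 fish are not independent, and fits with the fish as a block were run beside the main ones. The ovaries were from immature hatchery fish, and the testes from 2 immature hatchery fish (fish 1 and 2) and 2 mature wild fish (fish 7 and 8). Each of the 7 cartridges with tissues held parr of 1 habitat. The blood of hatchery fry was read on a cartridge with wild parr, and 4 whole hatchery fry on another.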

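The levels of *vgll3a* were highest in liver, at 62.4 ± 20.0 (SD, n = 7) normalized counts, gill, at 58.6 ± 21.0 (SD, n = 7), and heart, at 54.6 ± 60.6 (SD, n = 7). Testis had 49.5 ± 22.6 (SD, n = 4), spleen 39.3 ± 7.3 (SD, n = 3), fin 37.9 ± 11.6 (SD, n = 2), pyloric caeca 34.7 ± 17.2 (SD, n = 4) and muscle 22.2 ± 6.43 (SD, n = 6). Below the threshold of 20 lay brain (19.7), eye (17.7), skin (16.4), ovary (14.7), adipose (13.9), kidney (12.6) and blood (11.4). Liver (log2 fold change 1.62, SE 0.28, adjusted p = 7.4e-07) and gill (1.22, SE 0.29, adjusted p = 2.9e-04) exceeded the mean of the other tissues in edgeR. The mean in heart rests on 3 of 7 samples at 20 or more, with a median of 11.0, and the median rule replaced heart by eye. In heart the log2 fold change of 1.10 (adjusted p = 0.0012) was 0.51 (0.20) with the fish as a block and 0.67 (0.074) without fish 6. With the samples of high factor kept, muscle fell below the threshold and 7 tissues remained. Above their own negative controls were 4 tissues, gill, liver, spleen and testis.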

*Vgll3a* expression was detected in eight of the 15 tissues: fin (adipose and caudal), gill, heart, liver, muscle, pyloric caeca, spleen and testis (Figure 4A). 

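In ovary, *vgll3b* had 133 ± 24.6 (SD, n = 2) normalized counts, and the log2 fold change over the mean of the other tissues was 4.10 (SE 0.36, adjusted p = 6.5e-17 from edgeR). In gill its mean was 25.0 ± 26.7 (SD, n = 7) with a median of 12.03, and 2 of 7 samples reached 20, with 76.7 in hatchery fish 3. The log2 fold change in gill was 1.49 (SE 0.30, adjusted p = 2.0e-05). Without fish 3, gill fell below the threshold and pyloric caeca, at 19.4 ± 17.3 (SD, n = 4) with it, rose above. Heart, at 18.9 ± 13.6 (SD, n = 7), passed the threshold without fish 1, 2 or 7, and pyloric caeca also without fish 2, when 4 tissues passed. With TMM scaling the tissues of *vgll3b* were heart and ovary.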

Expression of *vgll3b* was only detected in the gill and ovary, the latter having the highest observed tissue-specific expression of *vgll3* paralogs (Figure 4A). 

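The means of *akap11a*, which encodes a kinase anchor, ran from 31.0 ± 20.0 (SD, n = 6) normalized counts in muscle to 205 ± 9.17 (SD, n = 4) in brain and higher still in ovary. Adipose followed with 130 ± 19.9 (SD, n = 4), fin with 93.3 ± 7.14 (SD, n = 2), spleen with 88.6 ± 9.9 (SD, n = 3) and eye with 86.1 ± 16.8 (SD, n = 8). The means of *akap11b* ran from 64.2 ± 33.9 (SD, n = 7) in heart and 68.3 ± 29.9 (SD, n = 6) in muscle to 180 ± 64.2 (SD, n = 4) in blood and 213 ± 0.01 (SD, n = 2) in fin. In muscle 4 of 6 samples reached 20 for *akap11a*. Brain exceeded the mean of the other tissues in *akap11a* (log2 fold change 1.27, SE 0.25, adjusted p = 1.1e-05 from edgeR), and muscle was lower (-1.43, SE 0.26, adjusted p = 2.2e-06).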

Expression of *akap11a* and *akap11b* was detected in all studied tissues, *akap11b* mostly at a higher level than *akap11a* (Figure 4B). 

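In ovary *akap11a* had 622 ± 24.0 and *akap11b* 179 ± 15.6 (SD, n = 2) normalized counts, a log2 ratio of *akap11b* to *akap11a* of -1.80 ± 0.18 (SD). Over the mean of the other tissues, *akap11a* in ovary had a log2 fold change of 2.99 (SE 0.28, adjusted p = 5.7e-16 from edgeR's quasi-likelihood test), and it passed in 14 of 14 settings. With 2 ovaries an exact test of the ratio within ovary cannot pass 0.05.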

Interestingly, the highest *akap11a* expression level, higher than that of its paralog, was detected in the ovary (Figure 4B). *Six6a* expression was observed in four (brain, eye, gill and testis) of the 15 tissues (Figure 4C), while the *six6b* paralog was expressed only in eye (Figure 4C).

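The eye had 82.9 ± 54.4 (SD, n = 8) normalized counts of *six6a*, with 6 of 8 samples at 20 or more, and 33.7 ± 22.5 of *six6b*, with 5 of 8. Over the mean of the other tissues these homeobox genes had log2 fold changes of 2.64 (SE 0.29, adjusted p = 1.9e-12 from edgeR) and 2.64 (SE 0.27, adjusted p = 1.7e-13). In testis *six6a* had 121 ± 148 (SD, n = 4), with 342 in wild fish 7 and 25.5 to 66.4 in the others, and a log2 fold change of 3.23 (SE 0.35, adjusted p = 1.6e-12). In brain *six6a* had 28.1 ± 14.0 (SD, n = 4), with 3 of 4 samples at 20 or more, and a log2 fold change of 0.97 (SE 0.43, adjusted p = 0.044). That call was lost without fish 2, 3, 4, 6 or 8 (adjusted p = 0.13, 0.24, 0.080, 0.055 and 0.055) and with limma (0.069). In gill *six6a* had 24.6 ± 29.8 (SD, n = 7), with a median of 11.2, and rested on fish 3, at 88.8. Without fish 3 the tissues of *six6a* were brain, eye and testis, and pyloric caeca, at 18.9, passed the threshold without fish 2 or 4.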

**Figure 4:**
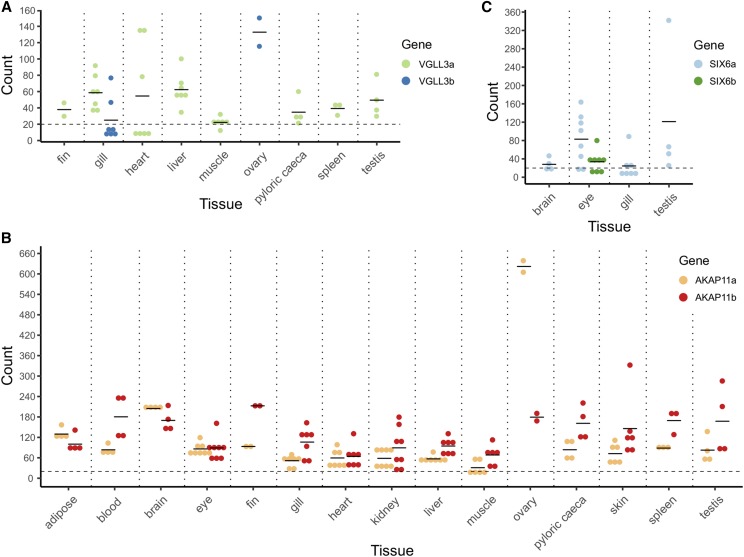
mRNA expression profiles of the age-at-maturity-associated genes and their paralogs in fifteen Atlantic salmon tissues. *Vgll3a* and *vgll3b* (A), *akap11a* and *akap11b* (B) and *six6a* and *six6b* (C) expressed in 14 tissues of three-year old parr and blood of fry. Twenty counts was set as a baseline above which counts are detectable. The data are represented as individual (dot) and mean (line) counts.

## Discussion

We used a custom Nanostring nCounter mRNA expression panel designed for Atlantic salmon to examine expression profiles of the *vgll3*, *akap11* and *six6* genes that have been recently associated with sexual maturation timing in Atlantic salmon. Our results show that the age-at-maturity-associated paralogs *vgll3a*, *akap11a* and *six6a*, and also *akap11b*, but not *vgll3b* and *six6b*, are all indeed expressed throughout early embryonic and juvenile salmon development, highlighting the potential relevance of the maturation timing-associated paralogs in developmental processes. We were also able to shed light on which other genes are the potential functional partners of these age-at-maturity-associated genes, and thus provide further insights into the molecular pathways and mechanisms behind maturation. Transcript expression correlations of *vgll3a*, *akap11a* and *six6a* with the subset of 205 prechosen genes related to the functions of the age-at-maturity genes in embryos, alevin and fry suggest that genes associated with salmon maturation timing are linked with cell fate commitment regulation.

Of the studied 205 genes, two (*arhgap6e* and *akap11a*) correlated positively with *vgll3a*, while another two (*yap1* and *rd3l*) correlated negatively. Correlation of *vgll3a* with *arhgap6e* (*rho GTPase-activating protein 6-like*) is noteworthy as *ARHGAP6* was shown to be the most downregulated gene in human keratinocytes after *VGLL3* knockdown (Liang *et al.* 2017) emphasizing its relevance in Vgll3-induced signaling also in Atlantic salmon. ARHGAP6 negatively regulates RhoA (the Rho family GTPase), thus causing actin fiber depolymerization (Prakash *et al.* 2000). This may be important in the context of maturation-related cellular processes as actin cytoskeleton control is crucial in determining cell fate commitments, such as cell proliferation and differentiation (Halder *et al.* 2012). For example, actin cytoskeleton depolymerization is required for cell growth arrest (Halder *et al.* 2012) and *SOX9* transcriptional activity to induce chondrocyte-specific markers and thus chondrogenesis (Kumar and Lassar 2009). Accordingly, *Vgll3* overexpression upregulates expression of *Sox9* and other genes in chondro- and osteogenesis, and downregulates the main genes in adipogenesis and *vice versa* (Halperin *et al.* 2013), and, herein, we suggest that Vgll3 could conduct that via actin cytoskeleton regulation. As completion of maturation in Atlantic salmon (Rowe *et al.* 1991) and another salmon species (Silverstein *et al.* 1998) is highly dependent on the level of fat storage, the expression status of *vgll3* could determine whether to induce adipogenesis or not and, therefore, regulate the timing of maturation. One of the main known regulators of cell fate is the Hippo signaling pathway member YAP (yes associated protein), a transcriptional cofactor that regulates cell proliferation and differentiation based on its cellular location and actin fiber status (Wada *et al.* 2011; Halder *et al.* 2012; Seo and Kim 2018) (Figure 5). However, there are contradictory results regarding the role of YAP in cell differentiation decisions (Seo *et al.* 2013; Deel *et al.* 2015; Karystinou *et al.* 2015; Deng *et al.* 2016). Also, YAP and VGLL3 seem to have overlapping effects on cell fate determination and our suggested outcome of Vgll3 function contradicts with its known role as an inhibitor of adipogenesis (Halder *et al.* 2012; Halperin *et al.* 2013; Figeac *et al.* 2019) (Figure 5). Nevertheless, the inverse correlation of *vgll3a* with *yap1* in our data implies that these two cofactors could have somewhat opposite roles during development in different stages of cell differentiation processes, such as adipogenesis. And while *Yap* upregulation has been detected during mammalian puberty (Sen Sharma *et al.* 2019; Zhang *et al.* 2019), it is intriguing that *vgll3a*, not *yap1*, genetic variation is tightly associated with maturation timing in Atlantic salmon (Ayllon *et al.* 2015; Barson *et al.* 2015). Moreover, we observed that the expression levels of *vgll3a* and *akap11a* correlate positively, and that expression of *akap11a* further correlates negatively with *yap1*. Interestingly, it is known that protein kinase A (PKA), the regulatory subunit to which AKAP11 binds in order to confine the enzyme to discrete locations within the cell (Reinton *et al.* 2000), can activate the Hippo pathway. It does this by activating LATS kinases, either indirectly by inhibiting Rho GTPase causing actin cytoskeleton depolymerization (Yu *et al.* 2013) or directly in response to actin disassembly (Kim *et al.* 2013), which leads into inactivation of YAP and further results into inhibition of cell proliferation and induction of adipogenesis. Our results showing inverse correlation between *akap11a* and *lats1a* confirms that PKA-induced Lats regulation is indeed dependent on Akap11. The association of Akap11 with PKA-induced adipogenesis is further supported by our finding that *akap11a* expression correlated negatively with *sox9d*, the downregulation of which is required for adipogenesis (Wang and Sul 2009). The relationship between Vgll3 and PKA-regulating Akap11 appears complex, but the observation that expression of these two age-at-maturity-associated genes correlate with each other and the evidence that they take part in the Hippo pathway speaks strongly for cell fate regulation being an important player in maturation. Figure 5 outlines a hypothetical model for the regulation of the Hippo pathway by Vgll3 and Akap11 based on a combination of our results and earlier research.

**Figure 5:**
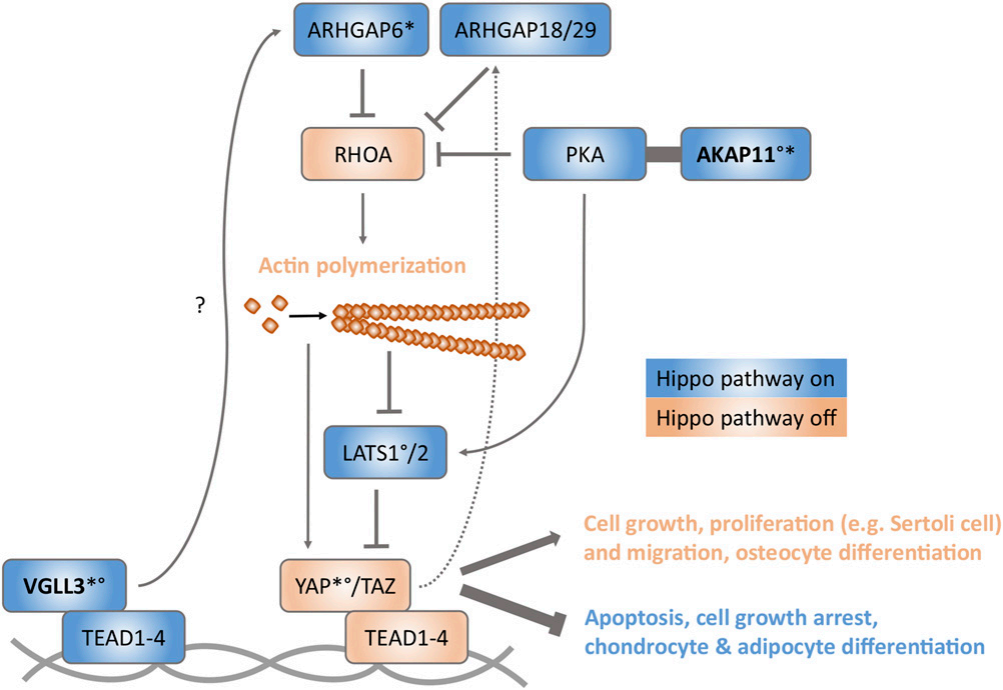
A model for the regulation of the Hippo pathway by Vgll3 and Akap11. By binding to Tead transcription factors, our results suggest that Vgll3 induces expression of Arhgap6 (rho GTPase-activating protein 6) either directly or via other signaling partners. Arhgap6 inhibits RhoA (the Rho family GTPase) activity and thus causes actin fiber depolymerization, which further leads into Lats1/2 activation. Lats kinases phosphorylate the Yap/Taz complex excluding it from the nucleus and causing it to be degraded in the cytoplasm. In addition, PKA (protein kinase A) assisted by Akap11 stimulates Hippo signaling by both inducing and responding to actin depolymerization by activating Lats1/2 kinases either indirectly via RhoA inhibition or directly, respectively. Inactivation of Yap/Taz results in endothelial or epithelial cells to have growth arrest or apoptosis and mesenchymal stem cells (MSCs) to differentiate into chondrocytes or adipocytes. Instead, when the Hippo pathway is inactivated by actin polymerization, Yap/Taz accumulates in the nucleus, binds Teads and induces gene transcription leading to cell growth, proliferation and migration, and osteocyte differentiation. Yap can regulate its own activation via negative feedback loop by upregulating at least Arhgap18 and Arghap29 which suppress RhoA activity. Based on the results of the current study and Halder *et al.* 2012; Kim *et al.* 2013; Yu *et al.* 2013; Karystinou *et al.* 2015; Porazinski *et al.* 2015; Qiao *et al.* 2017; Seo and Kim 2018. * Correlation of *vgll3a* mRNA expression with that of *arhgap6e* and *akap11a* (positive), and *yap1* (negative). ° Correlation of *akap11a* mRNA expression with that of *vgll3a* (positive), and *lats1a* and *yap1* (negative).

As *akap11a* is the adjacent gene of *vgll3a* in Atlantic salmon with a distance of 57 kb in between, their transcriptional correlation also indicates that they may be under the same transcriptional regulation and hence may be co-evolving, which could be meaningful when genes share the same molecular pathway (Hurst *et al.* 2002; Hurst *et al.* 2004). Co-expression of adjacent gene pairs is shown to be conserved across eukaryotes (Arnone *et al.* 2012), also in zebrafish (Tsai *et al.* 2009). In addition to the occurrence of missense SNPs in both the *vgll3a* and *akap11a* coding regions, the most highly age-at-maturity-associated SNP in the Atlantic salmon *vgll3a* locus resides in a non-coding region between *vgll3a* and *akap11a* (Barson *et al.* 2015). This led us to hypothesize that these genes could potentially share a regulatory region between them as it has indeed been shown that a bidirectional promoter can control transcription of an adjacent gene pair (Trinklein *et al.* 2004). Another intriguing link between *vgll3a*, *akap11a* and *yap1* is *rd3l* (*retinal degeneration 3-like*), which correlated negatively with *vgll3a* and *akap11a* and positively with *yap1*. Knowledge of the functional role(s) of *rd3l* was extremely limited prior to this study. Expression of both *vgll3a* and *rd3l* was significantly upregulated at the alevin stage suggesting that their overall expression is induced simultaneously during development, albeit being oppositely regulated at the individual level. High expression of *vgll3a* in alevin may indicate that Vgll3 starts to induce chondro- and osteogenetic pathways during this stage when lepidotrichia, the bony segmented fin rays, are formed in salmon (Gorodilov 1996). However, it remains to be studied if and how Rd3l possibly participates in cell fate regulation. Altogether, our data suggest that the functions of *vgll3a* and *akap11a* are linked and associate with cell fate determination by regulating actin cytoskeleton assembly.

SIX6 and two other homeobox transcription factor proteins, SIX3 and OTX2, regulate the HPG axis signaling in the hypothalamus and pituitary, and eye development (Oliver *et al.* 1995; Jean *et al.* 1999; Larder *et al.* 2011; Larder *et al.* 2013; Xie *et al.* 2015). In accordance with these studies, our results show high correlation of *six6a* with *six3b* and *otx2b*, and with *aesb* and *aesc*, which encode a corepressor for SIX6 and SIX3 (Zhu *et al.* 2002; López-Ríos *et al.* 2003). 

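Over 24 genes and 6 stage comparisons in edgeR, *aesb*, which encodes a corepressor of sine oculis homeobox proteins, was lower in fry than in 186 °d embryos with an adjusted p of 5.4e-05 and lower than in 258 °d embryos with 1.4e-04. For *aesc* these adjusted p-values were 3.1e-06 and 1.6e-05, and for *otx2b* 6.1e-07 and 3.3e-08. For *six3b* the difference from 258 °d embryos had an adjusted p of 0.0029. Between the embryonic stages none of *six6a*, *six3b*, *otx2b*, *aesb* and *aesc* passed the test, with adjusted p-values of 0.81, 0.79, 0.094, 0.73 and 0.52. In the mixed model *otx2b* was higher in 258 °d than in 186 °d embryos by 33.2 normalized counts (adjusted p = 0.024), and the other 4 did not pass.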

Further, our results indicate that embryonic stages are crucial time points for the HPG axis and eye development in salmon since *six6a*, *six3b*, *otx2b*, *aesb* and *aesc* were all expressed at their highest level during embryonic stages, after which they started to decline. This is supported by a study showing that *Six6* expression is detected already early in the development in regions that comprise the eye field and prospective hypothalamus and pituitary gland (López-Ríos *et al.* 1999). In addition, we detected that expression of *slc38a6*, which possibly encodes a transporter for glutamine-glutamate cycle in the brain (Bagchi *et al.* 2014) both correlated and covaried temporally with *six6a* during early development and was visible in salmon parr brain (Figure S1). 

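The correlation of *six6a* with *slc38a6* had a Pearson r of 0.65 (permutation p = 0.0064) and a Spearman rho of 0.57 (permutation p = 0.025) over 18 samples of early development, with a permutation p of 0.25 adjusted over 471 pairs. With the 2 samples farthest from the median of *six6a* left out, which by itself lowers r, r = 0.47 (P = 0.085). Leaving out 258 °d replicate 1 or 2 gave r = 0.57 (P = 0.024) or 0.53 (P = 0.040). Within the cartridge that held every stage r = 0.64 (P = 0.041). In parr, *slc38a6*, a putative glutamine transporter gene, had 133 ± 19.6 (SD, n = 4) normalized counts in brain, with samples from 112 to 159. The brain did not differ from the mean of the other tissues by the edgeR test. Higher levels were found in ovary (6054 ± 552, SD, n = 2, log2 fold change 5.20, SE 0.28) and pyloric caeca (636 ± 202, SD, n = 4, log2 fold change 1.72, SE 0.30), with adjusted p of 1.6e-27 and 3.0e-06.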

Glutamate is the most prevalent neurotransmitter in the central nervous system, including vertebrate retina (Thoreson and Witkovsky 1999) and the HPG axis where it induces GnRH release (Brann and Mahesh 1995). In addition to *slc38a6*, *rtn1*, another gene related to neuroendocrine secretion, correlated with *six6a*. *Rtn1* is highly expressed in the brain, which our results confirmed in salmon parr (Figure S1), where it is considered to be a marker for neuronal differentiation (Yan *et al.* 2006). 

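In parr brain *rtn1*, which encodes a protein of the endoplasmic reticulum, had 12636 ± 1538 (SD, n = 4) normalized counts, a log2 fold change of 5.04 (SE 0.26, adjusted p = 7.6e-28 from edgeR) over the mean of the other tissues. It was also higher in testis (3936 ± 2467, SD, n = 4, log2 fold change 3.24), gill (3287 ± 1174, SD, n = 7, 2.96), heart (3195 ± 1979, SD, n = 7, 2.92) and eye (2508 ± 601, SD, n = 8, 2.54). Blood was lowest, at 19.6 ± 5.46 (SD, n = 4). In early development the residuals of *rtn1* and *six6a* had r = 0.66 and rho = 0.62 (permutation p = 0.0067 and 0.020, the former 0.25 when adjusted over 471 pairs). Without the 2 samples farthest from the median of *six6a*, r = 0.64 (P = 0.012), and within the cartridge that held every stage r = 0.86 (P = 9.6e-04). Leaving out 258 °d replicate 2, fry replicate 4 or fry replicate 6 took P above 0.01 (0.012, 0.012 and 0.019).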

Interestingly, both *slc38a6* and *rtn1* are located on the same salmon chromosomal region as *six6a*. Specifically, *slc38a6* locates 123 kb downstream and *rtn1* 165 kb upstream of *six6a*, suggesting that these three genes, which all have roles in neuroendocrine secretion, may be co-regulated, possibly by chromatin modification or folding (Hurst *et al.* 2004). *Six6a* also correlated and covaried temporally during early development with two Hippo signaling pathway genes, *stk3a* and *tead1b*. These genes encode Mst2 kinase needed to inactivate Yap and a transcription factor partner for Vgll3 and Yap, respectively. Accordingly, MST1/2 kinase genes, *tead3* and also other major Hippo pathway members have been linked with maturation process both in Atlantic salmon (Christensen *et al.* 2017; Kjærner-Semb *et al.* 2018) and other species (Lyu *et al.* 2016; Sen Sharma *et al.* 2019; Zhang *et al.* 2019). Additionally, *six6a* correlated with three PKA regulatory subunit genes. It is known that Hippo signaling regulates eye development (Zhu *et al.* 2018b) and that it is activated in embryonic and postnatal pituitary gland (Lodge *et al.* 2016). However, to our knowledge, there are no studies so far linking Six6/Six3 and the Hippo pathway. Instead, it has been shown that SIX3, in the embryonic brain (Lagutin *et al.* 2003) and in eye together with SIX6 (Diacou *et al.* 2018), and Hippo signaling (Varelas *et al.* 2010) repress Wnt signaling, another pathway regulating cell fate (Teo and Kahn 2010). 

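The kinase gene *stk3a* had a Pearson r of 0.75 (permutation p = 0.0076) and a Spearman rho of 0.61 (permutation p = 0.025) with *six6a* over 18 samples. For the transcription factor gene *tead1b*, r = 0.64 (permutation p = 0.0046) and rho 0.60 (permutation p = 0.019). Adjusted over 471 pairs, the permutation p of each was 0.25. Without the 2 samples farthest from the median of *six6a*, r = 0.52 (P = 0.054) for *stk3a* and 0.57 (P = 0.032) for *tead1b*, where the removal by itself lowers r. Within the cartridge that held every stage r = 0.82 and 0.76. The relation of *tead1b* with *six6a* stayed under P of 0.01 in 12 of 18 fits that left out 1 sample and that of *stk3a* in 17, the exception being 258 °d replicate 1 (r = 0.63, P = 0.011). With TMM scaling r = 0.70 for *stk3a* and 0.55 (P = 0.025) for *tead1b*.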

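The PKA regulatory subunit genes *prkar1aa*, *prkar1bb* and *prkar2ad* had Pearson r of 0.67, 0.65 and 0.64 with *six6a* over 18 samples (permutation p = 0.0034, 0.0071 and 0.013). Their Spearman rho was 0.53, 0.63 and 0.48 (permutation p = 0.049, 0.013 and 0.076). Adjusted over 471 pairs, the permutation p of r was 0.25, 0.25 and 0.27. Without the 2 samples farthest from the median of *six6a*, r = 0.67 and 0.72 for *prkar1aa* and *prkar1bb*, and 0.52 (P = 0.050) for *prkar2ad*. Within the cartridge that held every stage r = 0.72, 0.71 and 0.75. With TMM scaling r = 0.52, 0.57 and 0.51, each with P above 0.01. Without fry replicate 6, r = 0.57, 0.59 and 0.54, again with P above 0.01, and without 258 °d replicate 2 it was 0.59 for *prkar1bb* and 0.49 for *prkar2ad*.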

Based on our results, it is intriguing that all three Atlantic salmon age-at-maturity-associated genes seem to associate with cell fate determination, especially with the Hippo pathway.

In addition to gaining clues about the early development transcription profiles and molecular mechanisms of *vgll3a*, *akap11a* and *six6a*, we scrutinized tissue-specific expression patterns of these genes and their paralogs in several tissues of three-year-old Atlantic salmon parr. Our results let us to hypothesize that Vgll3 influences maturation timing by regulating both adipogenesis and gametogenesis. Of the studied samples, *vgll3a* expression was found in fin, gill, muscle, heart, spleen, liver, pyloric caeca - an organ aiding to absorb nutrients specifically in fish - and testis, whereas *vgll3b* expression was restricted to ovary and gill. This, especially sex-dependent gonad-expression pattern with *vgll3a* expressed in testis, but *vgll3b* expressed in ovary, provides evidence for *vgll3* paralog sub-functionalization in salmon. 

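In a fit of 2 ovaries and 4 testes, *vgll3a* had 14.7 ± 5.47 (SD, n = 2) normalized counts in ovary and 49.5 in testis, a log2 fold change of testis over ovary of 1.74 (SE 0.53, adjusted p = 0.021 from edgeR). The testes of immature hatchery fish had 37.4 and 29.7 and those of mature wild fish 81.1 and 49.8. The call was lost without ovary 3 (2.18, adjusted p = 0.052) or ovary 4 (1.41, adjusted p = 0.14) and with negative controls subtracted (2.91, adjusted p = 0.088), and the fit over all tissues with the fish as a block gave 1.69 with an adjusted p of 0.05001. The paralog *vgll3b* had 8.19 ± 1.94 (SD, n = 4) in testis, and its log2 fold change of testis over ovary was -4.00 (SE 0.34, adjusted p = 8.0e-05), in 14 of 14 settings. From this pattern in the gonads the paper concludes that there is evidence for sub-functionalization of the *vgll3* paralogs. Both ovaries and the immature testes came from hatchery fish and the mature testes from wild fish, so sex was compared within 1 habitat only for the immature testes.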

Our results are mostly in line with studies performed in other vertebrates showing *vgll3* expression in, for example, skeletal muscle, heart, gill, liver, spleen, pyloric caeca and gonads, but some differences occur (Mielcarek *et al.* 2009; Faucheux *et al.* 2010; Kjærner-Semb *et al.* 2018; Figeac *et al.* 2019; Simon *et al.* 2016). Knowledge of *vgll3* paralog expression patterns helps to resolve how Vgll3 conducts its function during the maturation process. Based on our results, Vgll3 may participate in inhibiting cell proliferation and organ growth via actin cytoskeleton regulation. This is supported by the study of Kjærner-Semb *et al.* (2018) showing that *vgll3a* is expressed in Sertoli cells and downregulated along with some Hippo pathway genes in mature salmon testis, thereby potentially inhibiting the Hippo signaling pathway and inducing subsequent proliferation of Sertoli cells, which are required to provide support for the developing germ cells (Griswold 1995). However, their finding of *vgll3a* being upregulated in granulosa cells of early and late puberty ovary (Kjærner-Semb *et al.* 2018) does not support the same mechanism in ovary. This, combined with results of the current study, may indicate that gonad development during maturation is differently regulated in the two sexes. In other tissues, Vgll3 may also function as a regulator for cell fate commitment. According to a previous study (Halperin *et al.* 2013) and our tissue and early development mRNA expression results, Vgll3 could induce chondro- and osteogenic pathways in fin and gill, which would be needed in growing fish. However, in muscle, where we detected very low *vgll3a* expression, it has been shown that although VGLL3 induces myogenesis it is expressed at low levels in healthy muscle (Figeac *et al.* 2019). 

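In muscle 5 of 6 samples had *vgll3a* at 20 normalized counts or more, and its paralog *vgll3b* had a mean of 3.75 ± 0.84 (SD, n = 6). The level of *vgll3a* in muscle did not differ from the mean of the other tissues by the edgeR test. The log2 fold change of *vgll3b* in muscle over that mean was -1.35 (SE 0.43, adjusted p = 0.0054), and with TMM scaling it was -0.73 (adjusted p = 0.099).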

In line with this, our finding that adipose tissue lacks both *vgll3* paralog expression is reasonable, as it is known that knockdown of *Vgll3* expression promotes pre-adipocytes to differentiate into mature adipocytes (Halperin *et al.* 2013). 

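In adipose tissue 1 of 4 samples had *vgll3a* at 20 normalized counts or more, and the mean was 13.9 ± 8.28 (SD, n = 4). The mean of *vgll3b*, the paralog on chromosome 21, was 8.67 ± 4.55 (SD, n = 4). Neither gene differed in adipose from the mean of the other tissues by the edgeR test. Total counts of the adipose samples were 105191 to 253158, and levels under the negative controls cannot be told from absence at this depth.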

In other words, also in salmon, decreased expression of *vgll3a* may be required to induce adipogenesis, which is critical to ensure enough fat-derived energy for sexual maturation (Rowe *et al.* 1991; Silverstein *et al.* 1998).

Unlike the *vgll3* genes, both *akap11* paralogs were expressed in all studied tissues, which is consistent with Reinton *et al.* (2000), emphasizing the relevance of Akap11 in basic cellular functions. However, *akap11b* was expressed at a higher level than *akap11a* in most tissues, suggesting its higher functional activity. 

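The mean of *akap11b* exceeded that of *akap11a* in 12 of 15 tissues, the exceptions being adipose, brain and ovary, and in 59 of 76 samples. The log2 ratio of *akap11b* to *akap11a* was highest in muscle, at 1.27 ± 0.90 (SD, n = 6), fin, at 1.19 ± 0.11 (SD, n = 2), and blood, at 1.06 ± 0.48 (SD, n = 4). Every sample had more *akap11b* in gill (ratio 1.01 ± 0.17, n = 7, exact sign-flip permutation test, two-sided, p = 0.0156), liver (0.72 ± 0.18, n = 7, exact p = 0.0156) and skin (0.93 ± 0.57, n = 6, exact p = 0.0312). In eye 4 of 8 samples did (-0.01 ± 0.66, exact p = 0.98), and without fish 2 or fish 3 the eye joined the exceptions and 11 tissues remained. From the level of *akap11b* in most tissues, the paper proposes a higher functional activity of this paralog.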

Our results in salmon gonads confirm the ubiquitous nature of *akap11* expression but further suggests somewhat specialized functions for each paralog. In contrast to *vgll3* whose age-at-maturity-associated paralog was expressed in testis and other paralog in ovary, both *akap11* paralogs were expressed in both ovary and testis. However, the age-at-maturity-associated *akap11a* and several paralogs encoding the regulatory subunits of PKA were more highly expressed in ovary, whereas *akap11b* expression was higher in testis. This differs somewhat from the study by Reinton *et al.* (2000) in that *AKAP11* mRNA expression in the human ovary was extremely low. 

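Ovary and testis differed in most PKA regulatory subunit genes. Of 12 such genes tested, 7 were lower in testis, 2 were higher and 3 did not pass the test, with the same counts when adjusted over the list alone. The gene *prkar2ac* had 3824 ± 9.54 (SD, n = 2) normalized counts in ovary and 204 ± 65.4 (SD, n = 4) in testis (log2 fold change of testis over ovary -4.22, SE 0.35, adjusted p = 6.8e-05 from edgeR). For *prkar1ac* the levels were 5308 ± 922 and 610 ± 207 (-3.12, SE 0.36), for *prkar1ab* 2958 ± 82.7 and 474 ± 46.6 (-2.64, SE 0.24), and for *prkar2ba* 1676 ± 129 and 125 ± 76.6 (-3.76, SE 0.59). Lower in testis were also *prkar2ad* (-2.41), *prkar2bb* (-1.81) and *prkar2bd* (-1.58, adjusted p = 0.023). Higher in testis were *prkar2ab*, at 435 ± 283 against 19.5 ± 1.58 (4.47, SE 0.83, adjusted p = 0.0026), and *prkar1bb*, at 1053 ± 479 against 211 ± 36.8 (2.32, SE 0.50, adjusted p = 0.0047). The anchor gene *akap11a* had 82.5 ± 38.4 (SD, n = 4) in testis, a log2 fold change of testis over ovary of -2.91 (SE 0.44, adjusted p = 0.0011). Its paralog *akap11b* had 167 ± 98.4 (SD, n = 4) in testis, with a log2 fold change of -0.09 (SE 0.58, adjusted p = 0.88). The immature testes had 211 and 286 of *akap11b* and the mature testes 96.0 and 77.4. With TMM scaling, which moved the median of all genes by 0.58 on the log2 scale, 3 PKA regulatory subunit genes were higher in testis and 6 lower. Of 187 genes tested 143 were called, 58 higher and 85 lower in testis, and 50.3% of the 147 called with TMM scaling were higher in place of 40.6%. Without ovary 4, 109 were called. As an explanation, the paper proposes that kinase activity is needed to keep oocytes of the immature ovaries in meiotic arrest.

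**Figure D2:**
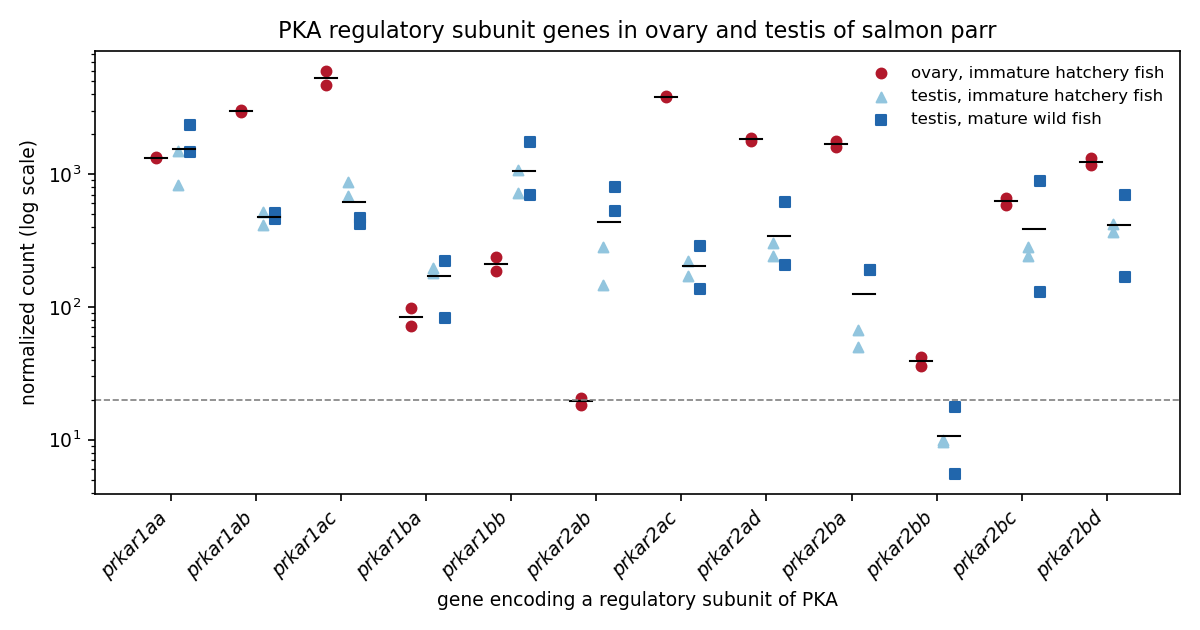
Normalized counts of 12 PKA regulatory subunit genes in 2 ovaries, 2 immature testes and 2 mature testes, on a log axis. Each point is 1 sample, black lines are means and the dashed line marks 20. The ovaries lie above every testis for *prkar2ac*, at 3817 and 3830 against at most 286.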

So far, it is known that as important as in sustaining interphase during mitosis (Grieco *et al.* 1996), PKA activation is required to maintain meiotic arrest of oocyte (Kovo *et al.* 2006). Since the studied salmon ovaries were immature, high *akap11a* and PKA regulatory subunit mRNA expression could result from the need of PKA to sustain oocytes in meiotic arrest. In testis, however, the AKAP11/PKA complex is suggested to have a dual role in meiosis during spermatogenesis and in motility of mature sperm (Reinton *et al.* 2000). Overall, our results propose that, in Atlantic salmon, *akap11* has evolved paralog-specific functional differences, especially in gonads.

Expression of *six6a* was detected in brain, eye, testis and gill. To our knowledge, expression in gill has not been reported earlier. Instead, expression of *six6b* was detected only in eye, which could imply that the expression patterns observed for the age-at-maturity-associated paralog have evolved and expanded to the HPG axis-related tissues and, thus, reproduction. Although mRNA expression of *SIX6* has been earlier detected in testis (Aijaz *et al.* 2005), its specific function remains unknown. Another transcript expressed in brain, but whose expression we detected also in testis, is *cgba* (Figure S1). This gene encodes the beta-subunit of Fsh (follicle-stimulating hormone) gonadotropin, which is normally expressed in pituitary and regulated by SIX6 (Xie *et al.* 2015). These findings hint that Six6 may potentially regulate the expression of the testicular Fsh beta-subunit and thus testis development. This is supported by an earlier observation that FSH beta-subunit mRNA is expressed in mouse testis, where it is suggested to play paracrine or autocrine role in the regulation of testicular function (Markkula *et al.* 1995), such as Sertoli and germ cell development (Meachem *et al.* 2005).

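In brain *cgba* had 30.4 ± 11.8 (SD, n = 4) normalized counts, with 3 of 4 samples at 20 or more, and in testis 574 ± 1019 (SD, n = 4). The 4 testes had 8.72 and 24.4 in immature hatchery fish and 2099 and 163 in mature wild fish, so the mean of testis rests on fish 7. Over the mean of the other tissues the log2 fold change of *cgba*, which encodes a gonadotropin subunit, was 6.37 in testis (SE 0.32, adjusted p = 3.9e-29 from edgeR) and 1.82 in brain (SE 0.41, adjusted p = 1.1e-04). The SE for testis comes from the spread within all tissues together and does not describe the spread of the 4 testes. Both testes of immature fish lay under the mean of brain. Gill, at 40.3 ± 9.59 (SD, n = 7) with 7 of 7 samples at 20 or more, was also higher (2.26, SE 0.32, adjusted p = 1.1e-08). Ovary, at 36.5 ± 6.45 (SD, n = 2), was higher too (2.11, SE 0.54, adjusted p = 5.2e-04), though not with TMM scaling (0.92, adjusted p = 0.16) or without fish 4 (1.83, adjusted p = 0.055). Testis against ovary alone did not pass (log2 fold change 3.97, SE 2.26, adjusted p = 0.14).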

We conducted one of the rare follow-up studies of a GWAS association in a wild animal species with a view to better understanding the molecular mechanisms of the previously discovered genotype-phenotype association. Our temporal assessment of mRNA expression of Atlantic salmon age-at-maturity-associated *vgll3a*, *akap11a* and *six6a* during five developmental stages revealed differently regulated expression in a development stage- and tissue-specific manner. Co-expression analysis of the age-at-maturity-associated genes and 205 other pre-selected genes indicated co-regulation of *vgll3a* and *akap11a*, and a novel role for Vgll3 in regulating actin cytoskeleton assembly - a process required in cell proliferation and differentiation - and that this regulation could be assisted by Akap11-directed PKA function. In addition, we were able to confirm the same expressional pattern in salmon that *Six6* and its partners have in the HPG axis and eye development regulation in other vertebrates. Moreover, we propose that Six6 may associate more broadly with neuroendrocrine regulation in the HPG axis and have a direct role in testis function. Further, our data provide the first evidence that both *vgll3* and *six6* paralogs have sub-functionalized roles in different tissues. Overall, we conclude that Vgll3, Akap11 and Six6 may contribute to influencing Atlantic salmon maturation timing via affecting on adipogenesis and gametogenesis by regulating cell fate commitment and the HPG axis. Further studies are required to determine the more specific cellular molecular mechanisms of Vgll3, Akap11 and Six6 in sexual maturation processes. This work provides important information for guiding such work, also in other organisms.

How the deposited data were processed for this re-analysis (not part of the article)

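The deposited raw counts of 220 genes in 96 samples, with 8 negative and 6 positive control probes per sample, came from nCounter reads of 100 ng of RNA per sample, of 18 whole embryos, alevin and fry and 78 tissue samples of parr and fry. The authors' normalized signal was deposited for 211 genes and had been made in nSolver v3.0 by scaling each sample to the geometric mean of 6 reference genes (*ef1ac*, *prkar1aa*, *rps20*, *rxrbaa*, *vdraa* and *vdrab*). Levels are means of this deposited signal with the SD. Tests between groups used the raw counts, with the logarithm of the same 6-gene factor as the offset. Control probes were left out of every test. Every column was assigned to 1 sample by its label, and 0 columns were left without a sample. The cartridge of each sample was read from the raw table. In a check of the replicates, the closest pair differed by 4.17 times the counting noise, so no sample was a copy of another. A genome build is not given in the sources used here. Gene order was taken from the annotation of Ssal_v3.1, to which 169 probes were matched by RefSeq accession. The supplementary tables and figures of the paper were not used here.

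Total counts were 201761 to 480697 per sample in the early stages and 47598 to 949899 in the tissues. A level of 20 normalized counts was the background threshold, as in the paper. The 2 samples with a factor above 3.0 were left out of the tissue levels and kept in the tests between tissues and between habitats.

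Counts were tested with edgeR's quasi-likelihood F test (glmQLFit, glmQLFTest), adjusted by the Benjamini-Hochberg method over the genes tested in each comparison, at a threshold of 0.05. The stages were fitted together, ovary and testis in a fit of their own, each tissue against the mean of the other tissues in 1 fit, and wild against hatchery parr in 1 fit per tissue with at least 3 fish of each kind. Between habitats and gonads, the genes tested had a mean of at least 20 normalized counts in 1 of the groups. Correlations were those of residuals after removal of stage means, with the likelihood ratio test at a threshold of 0.01 and 100000 permutations within stages, and genes needed a mean of at least 20 over the 18 samples. On the log2 scale 1 was added to each count. The mixed model was fitted with nlme. For r without the 2 samples farthest from the median, the expected value came from 10000 simulations that kept the residuals of the first gene and the r of the pair, with normal scatter. This simulation was added after the values had been seen, and its shares were not adjusted over the 25 pairs. Replicate numbers of different stages did not mark related samples, since the residuals of 24 pairs with the same number had a mean correlation of -0.01. Tissues of 1 fish were related, at a mean of 0.15 over 287 pairs. The versions were edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and nlme 3.1.168 in R 4.3.3, and numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 in Python 3.11.15.

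The tests, the alternatives and the rule for the genes to name were written before the data were examined. Named are the genes of the paper's results and discussion, the 10 genes with the largest change in each stage step and between ovary and testis, and the 5 per tissue between wild and hatchery parr. These had to pass the test, with samples that did not overlap and a mean of at least 20 in 1 of the groups. Gene lists were matched to the start of the symbols: PKA regulatory subunits, PKA catalytic subunits, A-kinase anchors, Hippo pathway, sine oculis, OTX and corepressors, gonadotropin axis, sex steroid and gonad, adipogenesis and lipid, chondro- and osteogenesis, retinoid and vitamin D, muscle, immune, pituitary hormones, and the regions on chromosomes 9 and 25. The sex steroid list also took in *arhgap6a* to *arhgap6f* by the start of their symbols. In the same way the pituitary hormone list took in *ghr1*, *ghrl* and *ghsra* to *ghsrc*, which are not pituitary hormone genes. Lists with fewer than 3 measured genes were not summarised: PKA catalytic subunits with 0, and A-kinase anchors, muscle and the region on chromosome 25 with 2 each. The results of 1 further list are left out. The paper had been read before, so its values and the spread of *vgll3a* in heart in its figure were known.

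The alternatives were TMM scaling over the panel, scaling by 4 reference genes, DESeq2, limma on log2 counts, no filter, the replicate number or the fish as a block, other sets of fry, testes or fish, other thresholds, and each sample or fish left out in turn. Chosen after the data had been seen were the cartridge as a block, the samples of the cartridge that held every stage alone, negative controls subtracted, a filter of 20 in at least 1 stage for the correlations, means per stage and cartridge, limma without a block, leaving out samples of a factor above 3.0 from the tests, levels above the sample's own negative controls, and the fit of differences between tissues. A simulation put known changes into counts of the same design. Of genes raised 2-fold, 100% were called in every comparison simulated, of genes lowered 2-fold at least 90.9%, of genes raised 1.5-fold 53.3% in ovary against testis, the lowest share, and at most 5% of unchanged genes were called. Some genes varied too much in the data for these shares to hold. In heart *akap11b* at -1.00 (SE 0.37) and *vgll3b* at 1.57 (SE 0.60) did not pass in edgeR (adjusted p = 0.072 and 0.076). How often a 2-fold change of such genes would be called is not shown by the simulation. In simulated correlations, 20 of 20 true pairs built at a correlation of 0.8 had P under 0.01, as had 1.18% of 424 pairs with none. The median r of these true pairs was 0.894, and 18 also passed after adjustment. The pairs of Figure 2 had r of 0.62 to 0.81 in size, so the simulation does not show how often the weaker of them would be found.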

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

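Chosen only after the result was seen were the tests of differences between tissues and the tests on the gills of hatchery fish 3 and 4 and on *egr1a*, *gadd45bb* and *cebpdb*.

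The paper does not compare wild with hatchery parr, and the counts held a signal in every tissue that had at least 3 fish of each kind. In kidney, the early growth response gene *egr1a* had 191 ± 27.5 (SD, n = 4) normalized counts in hatchery and 1667 ± 299 (SD, n = 4) in wild fish, a log2 fold change of 3.12 (SE 0.22, adjusted p = 1.4e-05 from edgeR). Of the genes tested, 97 of 171 passed in eye (43 higher in wild fish), 50 of 201 in gill (7), 46 of 137 in heart (22), 97 of 147 in kidney (28), 39 of 163 in liver (15), 61 of 158 in muscle (5) and 84 of 153 in skin (11). TMM scaling moved the median of all genes by 0.16 in eye, 0.70 in gill, 0.53 in kidney, 0.53 in muscle and 0.57 in skin on the log2 scale. With it 102 genes were called in eye (52 higher), 17 in gill (15), 76 in kidney (36), 49 in muscle (17) and 52 in skin (29), so the excess of lower genes turned in eye, gill and skin and was smaller in kidney and muscle. Of the 50 genes in gill 9 were also called with TMM scaling.

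The same fish were also split in other ways into groups of these sizes. In eye, gill, heart, kidney, liver and muscle, 1 of 35 splits, the real one, gave a count as large, which argues against chance there. It does not exclude chance, since 1 of 35 is the smallest share possible. The tissues also came from the same fish, and the shares were not adjusted over tissues. The highest count of another split was 0 in eye, 45 in gill, 37 in heart, 4 in kidney, 1 in liver and 44 in muscle. In gill it set fish 2, 5, 6 and 7 against fish 1, 3 and 4, in heart wild fish 5, 6 and 7 against the others, and in muscle wild fish 6, 7 and 8 against the others, which are the real splits with 1 fish moved. In skin the count was 84, the highest other 0, and the 10 splits are too few for a share under 0.05. In gill 12 genes were called without fish 1, 11 without fish 4, 14 without fish 5 or fish 6, and 29 without fish 7. In heart 13 were called without fish 1, 14 without fish 2 and 27 without fish 3. Habitat, population, diet and cartridge differed together between the groups. Maturity and sex differed in part, since only wild fish 7 and 8 were mature, every wild fish was male and hatchery fish 3 and 4 were female.

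For the age-at-maturity genes and their paralogs, the difference between habitats in each of the 7 tissues was tested against its mean in the other tissues, in 1 fit with the fish as a block. Of 42 such tests 11 passed, with counts scaled by the reference genes. TMM scaling moved the median habitat difference of all genes by 0.70 in gill, 0.57 in skin and 0.53 in kidney and muscle. In eye the move was 0.16, and in heart and liver -0.01. Unequal moves shift the contrasts between tissues, and these tests are not given with TMM scaling. How many of the 11 depend on the scaling was not tested. The cofactor gene *vgll3a* had 7.82 ± 2.73 (SD, n = 3) in hatchery and 89.6 ± 59.2 (SD, n = 4) in wild hearts, and its difference in heart exceeded that in the other tissues by 3.27 (SE 0.59, adjusted p = 4.7e-05), while in gill the value was -1.71. For *vgll3b* the value in heart was 1.89. For the homeobox gene *six6a* it was 2.25 in eye and -2.51 in gill, and for *six6b* 1.503 in eye. For the kinase anchor gene *akap11a* it was 1.39 in eye, 0.86 in liver, -0.68 in kidney and -0.97 in muscle, and for *akap11b* -1.13 in kidney. Within the tissue alone, *six6a* in gill (adjusted p = 0.094), *vgll3a* in gill (0.081) and *vgll3b* in heart (0.076) did not pass in edgeR. Nor did *akap11a* in eye (0.11) and liver (0.91). With TMM scaling these adjusted p-values were 0.36, 0.73, 0.070, 0.022 and 0.76 in the same order, so that *akap11a* in eye passed. In gill *six6a* was at 88.8 and 31.2 in hatchery fish 3 and 4 and at 5.33 to 20.1 in the male gills. Within heart alone *vgll3a* had a log2 fold change of 3.51 (SE 0.85, adjusted p = 0.018), with 3 of 4 wild hearts above every hatchery heart and the heart of wild fish 7 among the hatchery values. This call was lost without fish 1, 2 or 3 (adjusted p = 0.056, 0.079 and 0.062), where fewer samples were tested and the log2 fold change was 3.81, 3.35 and 3.385. The hatchery hearts were not above background, as the scaled negative controls of heart had a mean of 9.01. The size of the change in heart thus depends on background, and with negative controls subtracted it was 6.53 (adjusted p = 0.021 from edgeR).

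Of 96 groups of 4 to 8 samples of the 6 genes, 12 held a sample far from the others, where normal scatter gives about 1 in 20 groups, or 4.8. Counts near background and groups that mix habitats need not scatter in this way, so the excess is not evidence of true outliers. For *akap11b* these were 186 °d embryo replicate 2, at 43.8 normalized counts against 53.1 to 54.6 in the others, the eye of fish 2 (161, others 51.6 to 98.4), the heart of fish 2 (131, others 31.8 to 71.3) and the skin of fish 1 (332, others 76.7 to 138). The gill of fish 3 had 88.8 of *six6a* (others 5.33 to 31.2) and 33.7 of *six6b* (others 1.78 to 6.03). Further values of *six6a* were 15.8 in the kidney of fish 1 (others 1.68 to 8.06) and 342 in the testis of fish 7 (others 25.5 to 66.4). Further values of *six6b* were 79.9 in the eye of fish 5 (others 10.1 to 38.8), 12.7 in the kidney of fish 5 (others 1.19 to 5.41), 8.18 in the pyloric caeca of fish 1 (others 1.38 to 2.39) and 7.42 in the skin of fish 1 (others 2.09 to 4.04). The last 3 lay under the scaled mean of the sample's own negative controls, at 25.0, 47.4 and 17.1. The value of *six6a* in the kidney of fish 1 lay near it, at 14.5. These values cannot be told from background.

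The gills of hatchery fish 3 and 4, the female fish, lay above the other gills in genes with little signal there: of 75 genes with a mean under 20 in the 5 male gills, *vgll3b* and *six6a* among them, 69 were at 20 or more in fish 3 and 55 in fish 4. RNA of another sampled tissue is argued against, since the share needed was at least 219.9% in the median gene, and so is background, since the negative controls were at 12.28 in fish 3, within the 9.17 to 16.4 of the male gills. Signal added in equal amount to every probe is argued against as well, since over the 75 genes the 90th percentile of the excess of fish 3, at 106.2 counts, was 8.0 times the 10th percentile, at 13.3. The excess was thus unequal between genes, with a median of 40.8 in fish 3. Outside the 75 genes, *mmp13c*, with a mean of 20.2 in the male gills, was at 2953 and 1179 against 13.1 to 30.2. The gills of fish 3 and 4 also had the lowest total counts of all gills, 117799 and 117646 against 147480 or more. Each was the only gill on its cartridge, but so were the male gills of fish 1, 2 and 6. Signal added in unequal amounts, as from genomic DNA left after the DNase treatment, low yield, the cartridge and the sex of the fish stay open and were not tested.

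The stress-responsive genes *egr1a*, *gadd45bb* and *cebpdb* were higher in wild parr in 20 of 21 tests of gene and tissue, by log2 fold changes of 1.00 to 3.97, and the exception was *cebpdb* in eye (-0.48, adjusted p = 0.079). These genes were picked after the calls had been seen, and the tissues came from the same fish, so the tests are not independent. Of their paralogs, *cebpda* was higher in 6 tissues, *egr1b* and *gadd45ba* were higher in 5, and *egr1d* was lower in 3. In muscle without fish 4 the calls of *egr1a*, *cebpdb* and *gadd45bb* were lost (adjusted p = 0.057, 0.057 and 0.051 from edgeR). The muscle of fish 4 had a factor of 6.22, above the limit of 3.0. Without it the log2 fold changes were 1.62, 2.94 and 2.08. Calls in muscle were also lost for *egr1a* without fish 3 (0.057) and for *cebpdb* without fish 1 (0.060). In gill *cebpdb* was lost without fish 1 (0.0503), and in skin *cebpdb* and *gadd45bb* without fish 7 (0.062 each). For *egr1a*, *gadd45bb* and *cebpdb*, scaling is argued against, since all 20 calls were kept with TMM scaling. Sex is argued against as the whole cause, since in the tissues with at least 2 hatchery males, which hold 14 of the calls, the median log2 fold change in males was 0.97 times that in all fish and 13 of the calls passed in males. Muscle and skin had 1 hatchery male and were left out of this test. The cartridge cannot be told apart from habitat, since 0 of 7 cartridges held parr tissues of both. Maturity is argued against as the whole cause, since in the tissues with at least 2 immature wild fish, which hold 17 of the calls, the median log2 fold change in immature fish was 1.01 times that in all fish and 15 of the calls passed with immature fish alone. The calls lost were *gadd45bb* in eye (1.00 to 0.59, adjusted p = 0.13 from edgeR) and liver (2.83 to 1.88, 0.057). Its log2 fold change was also smaller in gill, heart and kidney, but larger in muscle. A part of maturity in *gadd45bb* thus stays open. Population, diet and handling before sampling may explain the difference as well, and none of them was tested.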

How the results depend on the processing

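The changes of single genes between stages kept their direction and side of the threshold in most settings. The 57, 87 and 112 genes called in the stage steps were 58, 92 and 100 with TMM scaling, 72, 94 and 101 with DESeq2, and 65, 90 and 101 with the replicate number as a block. With the cartridge as a block they were 38, 89 and 87, and with negative controls subtracted 48, 64 and 103, settings chosen after the data had been seen. For single genes in stage steps, 2876 values kept direction and side of the threshold, 119 no longer passed, 48 came to pass and 2 turned their sign: *aesb* from alevin to fry went from -0.25 to 0.011 with TMM scaling and 0.018 with DESeq2, where it did not pass. Between ovary and testis 474 values kept both, 12 no longer passed and 4 came to pass, and between habitats 932, 71 and 10.

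Between wild and hatchery parr the count in gill, 50, was 17 with TMM scaling, 19 with DESeq2 and 17 with limma without a block, chosen afterwards, and 11 (without fish 4) to 62 (without fish 2) when 1 fish was left out. In heart, 46 became 27 without fish 3, with 13 (without fish 1) to 64 (without fish 8) when 1 fish was left out, and in liver 39 became 24 in males. In muscle 61 became 37 with negative controls subtracted, and in skin 84 became 52 with TMM scaling and 54 with DESeq2. The fits in males held 2 hatchery fish, and for the other settings the cause was not tested.

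Of the correlations of *vgll3a*, *akap11a* and *six6a*, 21 had P under 0.01, against 13 with TMM scaling and 10 with Spearman's rho. Of the 24 pairs of Figure 2, 13 kept P under 0.01 with TMM scaling, 12 without fry, 6 with Spearman's rho, 14 within the cartridge that held every stage and 12 there on the log2 scale, the last 2 chosen afterwards and all with fewer samples except TMM and Spearman. When 1 sample was left out, 12 (without alevin replicate 4) to 24 pairs kept it, with 14 without fry replicate 6 and 15 without 258 °d replicate 2. In single pairs, 593 values kept P under 0.01 and 182 did not. In every setting 0 correlations had an adjusted p under 0.05 by permutation, while 48 pairs had an unadjusted permutation p under 0.05. On the log2 scale F of the mixed model was 1923 for gene and 12.8 for stage, and the likelihood ratio was 152, the log scale itself evening out the variances.

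The number of tissues with *vgll3a* was 8, and 15 at a threshold of 10 and 4 above the sample's own negative controls. For *vgll3b* it was 2, and 1 with the median, at a threshold of 30, with every sample at 20 or more and above the negative controls, 5 at a threshold of 10, and 2 to 4 without 1 fish, the highest without fish 2. For *six6a* it was 4, and 9 at a threshold of 10, 2 at 30 and 1 with every sample at 20 or more. For *six6b* it was 1, and 3 at a threshold of 10 and 0 with every sample at 20 or more. With negative controls subtracted, 2 of 6 genes reached 20 in every stage in place of 4. These levels lie near the negative controls, which limits what the depth can tell of them.

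For single genes in a tissue against the other tissues, 1727 values kept direction and side of the threshold, 86 no longer passed, 56 came to pass and 3 turned: *akap11a* in blood from -0.11 to 0.87 with TMM scaling, *six6b* in liver from 0.83 to -1.66 and *vgll3b* in adipose from -0.06 to 1.92 with negative controls subtracted, the cause of which was not tested. Of counts over gene lists 2205 stayed within 1.5 times and 219 moved, and of the counts of genes and tissues 395 and 44. Of levels, 35 moved by less than 1 SD and 37 by more. A fit between habitats with the cartridge as a random block could not be estimated in any of the 7 tissues.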

Differences from the paper's values

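No value that the paper prints in digits differed by more than 1.5 times. For the genes correlating with *vgll3a*, *akap11a* and *six6a*, the paper counts 26 correlations with P under 0.01, and 21 were found here among genes with a mean of at least 20 over all samples. With that mean in at least 1 stage, a filter chosen after the values had been seen that drops 0 of the 24 pairs of Figure 2, 24 were found, to which *rd3l* with *yap1* adds 1. Without fry 26 were found and on the log2 scale 27, over 471 pairs that leave out 3 of the 24 pairs of Figure 2. Of those 24 pairs, 12 and 19 had P under 0.01 in these settings.

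For *six6a* the paper describes a decrease between 258 °d embryos and alevin. Here the log2 fold change was -0.37 with an adjusted p of 0.0504 over 178 genes, and 0.043 over 24 genes and 6 comparisons. In the mixed model fitted as in the paper it passed, with an adjusted p of 0.0053. In edgeR or another tool it also passed with TMM scaling (adjusted p = 0.0027), with DESeq2 (0.0031), with limma (0.048), without 258 °d replicate 1 (0.027), without fry replicate 4 (0.043) or 6 (0.032), with the 1320 °d fry alone (0.0499) or the 1119 °d fry alone (0.028) and, in a setting chosen after the values had been seen that loses 10 of the 24 pairs of Figure 2, within the cartridge that held every stage (0.040).

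The paper describes *six6a* and the genes correlating with it as falling with development. For *six3b* no step between adjacent stages passed here in edgeR, while in the mixed model the step from 258 °d embryos to alevin passed (adjusted p = 0.024). The step from 258 °d embryos to alevin was called with TMM scaling (-0.79, adjusted p = 0.016), with DESeq2 (0.0040), with the 1119 °d fry alone (0.022) and within the shared cartridge, chosen afterwards (0.032). For *slc38a6*, *stk3a* and *aesc* this step did not pass in edgeR, and in the mixed model it passed for *stk3a* (adjusted p = 0.0405) but not for *slc38a6* (0.13) or *aesc* (0.087). It was called with TMM scaling (adjusted p = 0.013, 0.0028 and 0.0087) and with DESeq2 (0.0071, 2.0e-04 and 0.0027). For *stk3a* and *aesc* it also passed without 258 °d replicate 1 (0.043 and 0.040), and for *stk3a* with the 1119 °d fry alone (0.0488). The levels of *prkar2ad* and *tead1b* rose from 258 °d embryos to alevin.

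The paper places *prkar2ad* and *tead1b* in alevin above 186 °d embryos. For *prkar2ad* the means were 225 in alevin and 200 in 186 °d embryos (adjusted p = 0.32 from edgeR over 24 genes and 6 comparisons, 0.26 in the mixed model), and for *tead1b* 521 and 522 (0.998 and 0.98). For the *akap11* paralogs the paper places *akap11a* higher in ovary, as it was here, and *akap11b* higher in testis. The log2 fold change of *akap11b* in testis over ovary was -0.09 (adjusted p = 0.88). It was 0.49 with TMM scaling, 0.47 with DESeq2 and 0.47 with the immature testes alone, none of which passed (adjusted p = 0.46, 0.53 and 0.22), and 0.11 without testis 7 and 0.14 without testis 8, and the other settings gave -0.48 to -0.0013.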

Other observations

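Chosen only after the result was seen were the tests of chance for *six6a*, *akap11a* and *vgll3a* alone. The testis of fish 7 was also singled out after its values had been seen.

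In the eye of wild against hatchery parr, the largest changes were in *asmt*, the last enzyme of melatonin synthesis (log2 fold change 3.08, and 3.96 without fish 3), the adhesion gene *cadm2a* (2.92), *six3c* (2.54), *sox9d* (-2.50) and *aebp1* (-2.49). The homeobox gene *six6a* had 37.0 ± 24.5 (SD, n = 4) normalized counts in hatchery and 129 ± 26.3 (SD, n = 4) in wild eyes (1.82, SE 0.40, adjusted p = 0.0031). Of 18 sine oculis, OTX and corepressor genes 10 were higher, *otx2b* (2.32) and *otx2c* (2.03) among them, and 3 were lower, *six4* (-2.25) among them, against 12 and 2 with TMM scaling. Of 13 PKA regulatory subunit genes 9 were higher and 0 lower, with either scaling. Of 10 chondro- and osteogenesis genes 7 were lower, *col1a2* (-2.11) among them, and 9 when adjusted over the list alone. In skin 8 of 10 genes of this list were lower, 10 when adjusted over the list alone and 7 with TMM scaling, with *col1a1b* at -2.55, *sox9b* at -2.32 and *col1a2* at -2.30. The other genes with the largest changes in skin were *rtn1* (-2.91) and *glha2a* (-2.73, and -3.43 without fish 6).

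In kidney of wild parr, the lipid regulator *pparaa* had a log2 fold change of -5.25, followed by *apoc1b* (5.17, and 6.11 without fish 3), *mmp13a* (-4.20, and -3.19 without fish 2) and *col12a1b* (-3.13), and of 9 adipogenesis genes 2 were higher and 5 lower, *pparga* (-5.79) among them, with either scaling. In heart *apoc1b* (6.97), *apoc1a* (4.79), *cebpba* (3.17) and *cyp26b1a* (-2.49) changed most beside *egr1a*, and of 7 adipogenesis genes 5 were higher and 1 lower with either scaling. The calls of *apoc1b*, *apoc1a* and *cebpba* in heart were lost without fish 1 (adjusted p = 0.066 each) or fish 3 (0.067, 0.062 and 0.064), and those of both apoc1 genes also without fish 2 (0.082 each), where fewer samples were tested. Without fish 3 their log2 fold changes were 6.49, 5.31 and 2.85. Without fish 5 the log2 fold changes were 4.96 for *apoc1b* and 3.38 for *apoc1a*, without fish 1 7.60 for *apoc1b*, and without fish 2 4.08 for *cebpba*. In liver *cebpdb* rose from 1012 ± 285 to 6994 ± 1521 (SD, n = 4 each) normalized counts (2.79), with *vdraa* at 2.49, *cebpda* at 2.24, *gadd45ba* at 2.05 and *pparaa* at -1.92 (adjusted p = 0.072 with negative controls subtracted). In muscle the leptin receptor gene *leprb* (-3.41), *cebpda* (3.37, and 4.32 without fish 3), *rxrgaa* (-3.26, and -2.61 without fish 1), *pparga* (-2.98) and *rxrgab* (-2.68) changed most, and 5 of 5 gonadotropin axis genes were lower with either scaling. In gill *arhgap6b* (-2.86), *cebpba* (1.77), *arhgap6e* (-1.66) and *lhr* (-1.60) changed most beside *egr1a*. Of *arhgap6b* the gills of fish 3 and 4, which stood apart in genes with little signal, had 112 and 43.3 normalized counts against 6.01 to 26.2 in the male gills, and its log2 fold change was -2.01 without fish 3. With negative controls subtracted the log2 fold change of *arhgap6b* was -8.09, so its size depends on background. The call of *arhgap6b* was lost with TMM scaling (adjusted p = 0.12) and without fish 1, 3, 4, 5, 6 or 7 (0.067, 0.055, 0.085, 0.082, 0.12 and 0.087), and that of *lhr* with TMM scaling (0.081) and without fish 4 or 5 (0.058 and 0.055).

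The kinase anchor gene *akap11a* was lower in wild than in hatchery fish in kidney, at 33.0 ± 8.6 against 83.8 ± 6.92 (SD, n = 4 each) normalized counts (log2 fold change -1.38, SE 0.24, adjusted p = 0.0013), and *akap11b* there at 40.2 ± 17.3 against 138 ± 36.5 (-1.74, SE 0.34, adjusted p = 0.0018), both also with TMM scaling. It was also lower in heart (-1.01, adjusted p = 0.022, lost without fish 1 at 0.077 or fish 2 at 0.12), muscle (-1.64, 0.010) and skin (-1.06, 0.0035), where TMM scaling gave -1.04 (0.057) in muscle and -0.48 (0.073) in skin. In eye it was 0.39 (adjusted p = 0.11), and 0.56 (0.022) with TMM scaling and 0.57 (0.025) with DESeq2. For *akap11a* and *akap11b* the Hippo and PKA lists gave the background: in kidney 9 of 17 Hippo genes were lower and 1 higher (5 and 3 with TMM scaling), and 8 of 12 PKA regulatory subunit genes were lower (3 lower and 1 higher with TMM scaling).

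Between ovary and testis the largest changes were in the apolipoprotein gene *apoc1a*, from 120 ± 98.0 (SD, n = 2) normalized counts in ovary to 183144 ± 36022 (SD, n = 4) in testis (log2 fold change 10.57), and the transcription factor gene *snai1*, from 44171 ± 6724 to 31.3 ± 4.18 (-10.46). They were followed by *actb* (-9.93), *gnrh1* (-8.52), *apoc1b* (8.15), *cgaa* (-7.31), *leprb* (-6.58), *tle4a* (-6.34), *cxxc4* (-6.02) and *kif15* (-6.01), each called in 14 of 14 settings. Without ovary 3 the log2 fold change was 11.81 for *apoc1a* and 10.82 for *apoc1b*, without ovary 4 9.92 and 7.26, and without testis 1 it was -7.14 for *tle4a*. Gonadotropin receptor genes were higher in testis, *lhr* at 2188 ± 420 against 39.5 ± 0.91 (5.79) and *fshr* at 683 ± 119 against 34.4 ± 7.86 (4.31), and the estrogen receptor gene *esr1* was lower (-3.92). The call of *six6a* (3.19, adjusted p = 0.044) was lost without ovary 3 (0.17), ovary 4 (0.14) or testis 8 (0.056), and its log2 fold change was 1.81 without testis 7. In the testis of fish 7, *cgba* was at 2099, against at most 163 in the others.

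By list, 7 Hippo genes were higher in testis and 11 lower of 20, 2 and 8 of 12 sine oculis, OTX and corepressor genes, 3 and 5 of 11 gonadotropin axis genes, 5 and 3 of 9 sex steroid genes, 6 and 3 of 10 adipogenesis genes and 4 and 2 of 9 chondro- and osteogenesis genes. For retinoid and vitamin D genes the counts were 6 and 6 of 13, for immune genes 1 and 1 of 3, pituitary hormones 2 and 0 of 4 and the region on chromosome 9 2 and 1 of 3. These counts were the same when adjusted over the list alone, and with TMM scaling the larger side stayed the same except for the gonadotropin axis, with 4 and 4, the retinoid list, with 7 and 5, and the immune list, with 2 and 1. Between 186 °d and 258 °d embryos, 1 of 10 sex steroid genes was higher and 0 lower, and 0 and 1 of 2 immune genes, 2 and 0 of 4 gonadotropin axis genes, 1 and 0 of 4 pituitary hormone genes and 0 and 1 of 3 genes on chromosome 9. From 258 °d embryos to alevin, 5 and 0 sex steroid genes, 1 and 0 immune genes, 2 and 1 of 14 retinoid genes and 0 and 0 genes on chromosome 9 changed. From alevin to fry 0 and 5 sex steroid genes, 0 and 0 immune genes, 1 and 1 gonadotropin axis genes and 0 and 2 genes on chromosome 9 changed. Counts of these lists were the same when adjusted over the list alone. With TMM scaling, from 258 °d embryos to alevin 4 sex steroid genes were higher and 2 lower, 1 and 3 of the retinoid list, 1 and 1 of the immune list and 0 and 2 on chromosome 9, and from alevin to fry 1 and 3 sex steroid genes and 1 and 0 of the immune list.

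The steps between stages and the differences between tissues exceeded those of other splits of the same samples, which argues against chance. It does not exclude chance, since 35 or 100 splits allow no share under 1 of 35 or 1 of 100. From 186 °d to 258 °d embryos 1 of 35 splits, the real one, reached 57 genes, with 2 as the highest other, and to alevin 1 of 35 reached 87, with 7 as the highest other. From alevin to fry 1 of 100 reached 112, and the highest other, 68, set fry 1, 3, 4 and 6 against the alevin with fry 2 and 5. For the 24 genes of Figure 2 1 of 100 reached 22, with 9 as the highest other. For each tissue against the other tissues, 1 of 100 reached 1682 calls of 3255, with 238 as the highest other. By tissue, the genes higher and lower were 40 and 68 in adipose, 19 and 119 in blood, 73 and 69 in brain, 64 and 42 in eye, 57 and 6 in fin, 104 and 12 in gill, 29 and 110 in heart, 34 and 78 in kidney, 67 and 70 in liver, 41 and 106 in muscle, 96 and 35 in ovary, 44 and 26 in pyloric caeca, 62 and 34 in skin, 29 and 50 in spleen and 74 and 24 in testis. Without the gills of hatchery fish 3 and 4, which stood apart in genes with little signal, 61 genes were higher and 29 lower in gill, a fit chosen afterwards.

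For *six6a*, *akap11a* and *vgll3a*, 20 correlations with other genes had P under 0.01, and chance over the family is argued against, since 1 of 100 permutations within stages gave as many. For *six6a* alone 0 of 100 gave as many, but 14 of 100 did for *akap11a* and 93 of 100 for *vgll3a*, so that chance stays open for these. Fry subgroups of different age, site, diet and cartridge are argued against, since 19 of the 24 pairs of Figure 2 were kept with their means removed, and other partitions of the fry kept a median of 18 (13 to 21). The shared scaling by the reference genes cannot be told apart from common regulation, since 13 of the 24 pairs were kept with TMM scaling, which decides neither way. No biological explanation was tested.

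On Ssal_v3.1, 0 protein-coding genes lie between *vgll3a* and *akap11a* on chromosome 25. On chromosome 9, 4 lie between *six6a* and *slc38a6*, 4 between *six6a* and *rtn1*, 0 between *rtn1* and *rd3l* and 5 between *rd3l* and *six6a*.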
